# Inhibition of high level *E2F* in a *RB1* proficient *MYCN* overexpressing chicken retinoblastoma model normalizes neoplastic behaviour

**DOI:** 10.1007/s13402-023-00863-0

**Published:** 2023-08-22

**Authors:** Hanzhao Zhang, Dardan Konjusha, Nima Rafati, Tatsiana Tararuk, Finn Hallböök

**Keywords:** Animal model, Chicken, *E2F*, Intraocular cancer, *MYCN*, *RB1* proficient, Retinoblastoma

## Abstract

**Purpose:**

Retinoblastoma, a childhood cancer, is most frequently caused by bi-allelic inactivation of *RB1* gene. However, other oncogenic mutations such as *MYCN* amplification can induce retinoblastoma with proficient *RB1*. Previously, we established *RB1*-proficient *MYCN*-overexpressing retinoblastoma models both in human organoids and chicken. Here, we investigate the regulatory events in *MYCN*-induced retinoblastoma carcinogenesis based on the model in chicken.

**Methods:**

*MYCN* transformed retinal cells in culture were obtained from *in vivo MYCN* electroporated chicken embryo retina. The expression profiles were analysed by RNA sequencing. Chemical treatments, qRT-PCR, flow cytometry, immunohisto- and immunocytochemistry and western blot were applied to study the properties and function of these cells.

**Results:**

The expression profile of *MYCN*-transformed retinal cells in culture showed cone photoreceptor progenitor signature and robustly increased levels of *E2Fs*. This expression profile was consistently observed in long-term culture. Chemical treatments confirmed *RB1* proficiency in these cells. The cells were insensitive to p53 activation but inhibition of E2f efficiently induced cell cycle arrest followed by apoptosis.

**Conclusion:**

In conclusion, with proficient *RB1*, *MYCN*-induced high level of *E2F* expression dysregulates the cell cycle and contributes to retinoblastoma carcinogenesis. The increased level of E2f renders the cells to adopt a similar mechanistic phenotype to a *RB1*-deficient tumour.

**Supplementary information:**

The online version contains supplementary material available at 10.1007/s13402-023-00863-0.

## Introduction

 Retinoblastoma is the most common intraocular childhood cancer and originates in the neural retina [1]. The majority of retinoblastomas are caused by bi-allelic *RB1* inactivation [2]. However, in a subset of cases (< 5%) *RB1* is proficient and instead other oncogenic mutations such as copy-number amplifying mutations of the *MYCN* gene (*MYCN*^*A*^) drive the carcinogenesis [3, 4]. Such retinoblastomas are formed and diagnosed earlier, have faster and more aggressive growth, are less differentiated and more prone for metastasis than *RB1*-deficient retinoblastomas without *MYCN*^*A*^ [3, 5, 6]. The *MYCN*^*A*^ amplified *RB1*-proficient retinoblastoma tumours also have distinct molecular signatures from *RB1*-deficient tumours [5]. Tumorigenic growth can be induced with high frequency when *MYCN* is over-expressed in *RB1*-proficient human retinal organoids as well as in embryonic chicken retina in vivo [7]. In both systems, the tumorigenic cells are anaplastic and express markers for active proliferation and undifferentiated cone photoreceptors (cPR) [7]. Chickens that were hatched with stable retinal *MYCN* expression, formed retinal tumours with metastatic growth that infiltrated the sclera and optic nerve and formed extraocular tumours within 6–9 weeks. The tumours had round proliferating cells, lacked Flexner-Wintersteiner rosettes but contained necrotic regions. The potential for the neoplastic growth in chicken retina is embryonic stage-dependent and feature a cell-specific resistance to apoptosis. The tumours express genes associated to the cone/horizontal cell lineage, but not to ganglion or amacrine cells [7]. Moreover, lentivirus-mediated over-expression of *MYCN* in human *RB1*-proficient foetal retina also induces tumorigenic growth resembling retinoblastoma [8]. The cellular origin lies within the undifferentiated cPR lineage. The cell-of-origin for the *RB1*-proficient tumours as shown in Blixt et al. 2022 and Singh et al. 2022 resides in the same cell type-lineage as the *RB1*-deficient tumours in the cPR lineage as shown in several independent models. However, the *MYCN*-induced *RB1*-proficient phenotype was consistently more immature and less differentiated with faster tumour progression than that of the *RB1*-deficient [5, 7–11]. The *MYCN*-transformed human foetal retina formed tumours that were not fully constrained to immature cPRs but also to a less extent developed expression of markers for e.g. ganglion cells [8]. The similarities and differences in the phenotype between the modelled variants are consistent with that seen in patients with *MYCN*^*A*^ retinoblastomas regardless of *RB1* status [3, 5].

*In vivo MYCN*-transformed chicken retinal cells grow *in vitro* as aggregates in suspension, similar to the way of established retinoblastoma lines such as WERI-RB1 and Y79. In this work we have analysed the transcriptome of established chicken retinoblastoma cells with stable *MYCN* over-expression (henceforth referred to as “DMC cells”) taken acutely (“young” DMC cells) and after culturing for more than 200 days (“old” DMC cells). Cells with over-expression of *MYCN* with the stabilizing and potentiating oncogenic mutation T58A were also analysed [12].

The retinal cell-of-origin of these transformed chick retinal cells, the cone/horizontal cell progenitor, do not exhibit developmental cell death [13, 14]. The immediate horizontal progenitor withstands DNA-damage during the terminal cell cycle and escapes both cell cycle arrest and apoptosis to continue the final cycle into differentiation [15–19]. Such natural death-resistance has been suggested to be associated with high *MDM2* expression that increases susceptibility to neoplastic transformation [15, 20]. Over-expression of *MYCN* in the progenitor cells is sufficient to drive neoplastic growth into retinoblastoma and the resistance to apoptosis in the cone/horizontal cell lineage contributes to the tumorigenic phenotype [7].

In this work we sequenced the transcriptome of *in vivo MYCN*-transformed chicken cells that have been cultured and the expression profiles contained both enriched signatures of the *RB1*-*E2F*-axis and p53 signalling pathways. The levels of *RB1* mRNA were not altered but the levels of *E2F1* and *E2F3* mRNAs were 10-fold increased. *E2F1* and *E2F3* are among the many cell-cycle regulatory genes directly or indirectly induced by Myc-proteins [21–23]. Inhibitory hyperphosphorylation of the retinoblastoma protein (Rb) in *RB1-*proficient retinoblastomas has been proposed to explain the *RB1*-deficient-like phenotype of *RB1*-proficient retinoblastomas [24]. The expression profile with high levels of *E2F mRNA* as shown in this work, opens up for a hypothesis that the increased levels of *E2F1* and *E2F3* expression may outcompete the inhibitory capacity of Rb and render a functionally *RB1* deficient phenotype. We tested this hypothesis by blocking E2fs using the small molecular inhibitor HLM006474, which normalized the cell cycle behaviour and induced cell death in the *MYCN* over-expressing cells. Moreover, blocking Cdk4/6 with Palbociclib also contributed to a partial normalization by arresting the cell cycle, supporting a partially proficient *RB1* status in the cells. The cells were arrested but did not die, and when promoting p53 using Nutlin-3a the cells did not increase apoptosis, consistent with the intrinsic p53 insensitivity of the cell-of-origin lineage. Taken together, this paper contributes to the understanding of regulatory events in *RB1*-proficient *MYCN*-overexpressing retinoblastoma. Furthermore, the study provides an explanation to how *MYCN* may promote proliferation and carcinogenesis in this retinoblastoma model of retinoblastoma tumorigenesis.

## Materials and methods

### Animals

Fertilised White Leghorn eggs (Gallus gallus; Håtunalab AB, Bro, Sweden), were incubated at 37 °C in a humidified incubator (8204/MP, Grumbach, Asslar, Germany). Embryonic age (E) was staged according to the Hamburger and Hamilton 1951 stages (st) [25]. Animal experiments were carried out in compliance with the guidelines set by the Association for Research in Vision and Ophthalmology and were approved by the regional animal ethics committee in Uppsala, Sweden (Dnr C90/16, C159/15, 5.8.18–09718/2021).

### *In ovo* electroporation of retina

Fertilized chicken eggs were windowed at st22/E3.5. Embryos were staged and electroporated with piggyBac integration expression vectors with human *MYCN*, or *MYCN-*T58A, together with green fluorescent protein (GFP) [7]. The air sac-chorioallantois boarder was marked, and a thin forceps tip was inserted in the air sac 1 mm from the mark. The inside of the egg was gently scraped in order to shift the air sac over the embryo. A piece of surgical tape was placed on the shell over the embryo and a 1 × 1 cm window was opened, producing a re-sealable “hatch”, to expose the embryo. The vitelline and chorioallantois/amniotic membranes were gently peeled open to expose the right eye of the embryo. 0.2 µl solution was injected into the subretinal space of the central retina using a capillary and mouth pipetting. 1–2 µg/µl per vector in 1x PBS with Ca^2+^ and Mg^2+^ “PBS+/+” (18912-014, Gibco, Waltham, MA, USA) and 0.02% Fast Green (F7252, Sigma-Aldrich, St. Louis, MO, USA). Fast green was added for visualization during injection. Injection was done dorsally next to the temporal posterior ciliary artery on the border of the eye and the prospective brain. The negative electrode was placed behind the central region of the eye, next to the injection, and the positive electrode was placed in front of the prospective beak. Five 50 ms pulses of 15 V with 1 s. intervals were applied using an ECM 830 Square pulse electroporator (BTX Harvard Apparatus, Holliston, MA, USA). 100 µl of Ringer’s solution was applied to the electroporated eye. The window-hatch was closed and sealed with surgical tape, and the egg incubated for continued development [7].

### Cell cultures

GFP positive (+) cells express MYCN and GFP + regions of successfully MYCN-electroporated st40/E14 retina was dissected, cells were dissociated and cultured in RPMI1640 (21875-034, Gibco) and supplemented with 10% FBS (16000044, Gibco), 1% MEM-NEAA (11140035, Gibco) and 1% pen-strep antibiotic mix (15140122, Gibco). Cells were counted by using a Countess 3 Automated Cell Counter (Invitrogen, MA, USA).

### RNA-sequencing

Cells from three acutely established primary MYCN-cell lines (denoted “young” DMC) from E14 retinas electroporated at E3.5 and cultured for 14 days, three “old” DMC cell lines cultured for > 200 days and three “old” T58A MYCN cell lines (> 200 days in culture) were triturated and used for RNA preparation. Cells from unelectroporated E14 retina were used as control and reference. RNA was extracted using the Qiagen RNeasy Micro Kit (74,004, Qiagen, MD, USA) according to the manufacturers protocol and RNA integrity was determined on a TapeStation (Agilent, CA, USA). RIN value > 8. Libraries were prepared with the TruSeq Stranded mRNA protocol using polyA-selection and sequenced on a SP1 flow cell on Illumina NoveSeq 6000 (Illumina, CA, USA).

### Sequencing data analysis

Analysis was performed at the National Bioinformatics Infrastructure Sweden. In brief, samples were checked for rRNA contamination with “bbduk” from BBMap (version 38.61) [26]. QC and alignment of the data was performed by nf-core/rnaseq pipeline (version 3.4) by adjusting the alignment parameter “alignEnsProtrude 100 ConcordantPair”. The first 10 base pairs of reads showed biased base composition and were removed. For QC, MultiQC [27] and FastQC [28] results reported by nf-core pipeline were assessed. To extract fragment counts, featurecounts (version 2.0.0) [29] was used with minimum mapping quality of 20 and a requirement of both pairs to be properly aligned on the same chromosome. Pairwise comparison was performed using edgeR [30] with pairwise comparison (exactTest). Significant differentially expressed genes (DEGs) were selected by two criteria: (1) corrected p-value for multiple testing ≤ 0.05 (FDR by the Benjamini-Hochberg procedure) and (2) ∣log2 fold-change∣ ≥ 1. 

For gene ontology (GO) terms and Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway enrichment analysis, ClusterProfiler (version 4.0.6) [31] was used on all DEGs. GO over-representation analysis was performed by “enrichGO” and GO gene set enrichment analysis was performed by “gseGO”. KEGG over-representation analysis was done with “enrichKEGG” while KEGG gene set enrichment analysis was done by “gseKEGG”. Pathway figures were obtained by Pathview (version 1.32.0). Differential expression analysis and visualization was performed in R (version 4.1.1) (R Core Team 2021) [32].

### Data availability

RNA expression data are deposited as GSE226458 at the NCBI Gene Expression Omnibus.

### Chemical treatments

1–2 × 10^6^ cells were incubated with the reagent for 24 h before analysis. The reagents targeted and inhibited MDM2 (Nutlin-3a, SML0580, Sigma-Aldrich), p53 (Pifithrin-α, P4359, Sigma-Aldrich), Cdk4/6 (Palbociclib, PZ0383, Sigma-Aldrich), E2F (HLM006474, SML1260, Sigma-Aldrich) and caused DNA damage (Cisplatin, 2251/50, Tocris, Abingdon, UK). Reagents were dissolved in DMSO, except Cisplatin that was dissolved in water, and vehicle controls consisted of an equivalent concentration of DMSO.

### Cell viability assay by Trypan Blue

1.5 × 10^6^ cells were seeded into each well of 6-well ULA plates (3471, Corning). At each time point, 200 µL cells was dissociated by gentle pipetting, filtered through 20 μm cell strainer (43-10020-60, pluriSelect, Leipzig, Germany) and mixed 1:1 with Trypan Blue (15250061, Gibco). Viability was analyzed by using a Countess 3 Automated Cell Counter (Invitrogen).

### Cell cycle analysis

Cells were centrifuged at 300 rcf for 5 min, the medium aspirated, and the cells incubated in 1X PBS-/- (14190094, Gibco). Single-cell suspensions were obtained by gentle trituration, one wash in PBS-/-, and filtration through a 20 μm cell strainer (43-10020-60, pluriSelect, Leipzig, Germany). 1 × 10^6^ cells were used per sample. The samples were washed once with PBS-/- and resuspended in 500 µl PBS-/-. To fix GFP, 500 µl of 2% PFA was added to each sample, followed by incubation at 4 °C for 1 h. The samples were centrifuged at 300 rcf for 5 min, the supernatant aspirated, and the samples washed once in PBS-/-. One ml of ice cold 70% ethanol was added dropwise under agitation and the samples were incubated at 4 °C overnight. The ethanol was aspirated following centrifugation at 1000 rcf for 5 min. The samples were resuspended in propidium iodide working solution (0.1% TritonX-100, 10 µg/ml PI; P4864, Sigma-Aldrich), and 100 µg/ml DNase-free RNase A (11119915001, Sigma-Aldrich) in PBS-/- and incubated at RT for 30 min before analysed with an easyCyte 8 Flow cytometer (Luminex Corp, the Netherlands). Aggregates or doublets were excluded from analysis. Fixed, non-electroporated retinal cells were used as a negative control to set the threshold for a positive signal. PI + or GFP + cells were gated after compensation with single-color controls, which were GFP + cells in culture and non-electroporated retinal cells with PI staining.

### Western blot analysis

Retinas and cells were homogenized in RIPA buffer (89900, Thermo Fisher Scientific) containing Halt Protease and Phosphatase Inhibitor Cocktail (78440, Thermo Fisher Scientific). The total protein concentration was measured by Dc Protein Assay kit (5000112, Bio-rad, Laboratories AB, Hercules, CA, USA). Each sample was normalized to actin level. Primary and secondary antibodies are listed in the Supplementary Table S1. The Western blot analysis was performed as previously described [33] and according to the manufacturer’s instructions.

### Quantitative reverse transcriptase PCR analysis

RNA was extracted with TRIzol (15596026, Thermo Fischer Scientific). The samples were DNase-treated (M6101, Promega, Madison, WI, USA) and cDNA was synthesized with the High-capacity RNA-to-cDNA kit (4387406, Thermo Fisher Scientific). Tests were run in triplicates using IQ™ SYBR® green Supermix (1708882, Bio-Rad) and the Ct values were normalized to β-actin and TATA box-binding protein (TBP). Control reactions containing Supermix and primers but no cDNA were run in parallel. PCR program consisted of initial denaturation step at 95 °C for 3 min, followed by 39 cycles of denaturation at 95 °C for 15 s, and annealing and extension at 60 °C for 30 s. Melt curve analysis was performed to confirm the presence of a single product. Primers were designed with Primer Express v2.0 (Applied Biosystems, Darmstadt, Germany). For primers, see Supplementary Table S2.

### Alamar blue proliferation assay

5 × 10^4^ cells were transferred to each well in 96-well ULA plates (3474, Corning, Arizona, USA). Chemical treatments were for 72 h. Alamar Blue (DAL1025, Thermo Fisher Scientific) was added 1:100 and incubated for 6 h before plate reading. The absorbance was read by ClarioStar Plate reader (BMG Labtech, Ortenberg, Germany) and the data were processed by Mars Software (BMG Labtech). Each experiment was repeated 3 times or more.

### Histo- and immunocytochemistry

Dissected chicken eyes were fixed with 4% PFA, embedded and cryo-sectioned (10 μm sections) for immunohistochemistry (IHC). For immunocytochemistry, cells were in transferred to chambered cell culture slides (354104, Corning) coated with Poly-D-Lysine (A3890401, Thermo Fisher Scientific). Suspension cells were seeded in the slides and left for sedimentation for 30 min in the incubator at 37 °C. The slides were then centrifuged at 1000 rcf for 5 min to attach the cells. Cells were washed twice with pre-warmed PBS+/+ and fixed with 4% PFA at RT for 15 min and washed twice with 1X PBS. The permeabilization was performed by incubation with 0.2% TritonX-100 in PBS for 20 min at room temperature and washed twice with 1X PBS. After permeabilization, the blocking and antibody incubation were the same as immunohistochemistry. TUNEL staining was performed with Click-iT TUNEL assay according to manufacturer’s instruction (C10619, Thermo Fisher Scientific). For antibodies, see Supplementary Table S1.

### Microscopy and Image analysis

Fluorescence micrographs were captured using a Zeiss Imager Z2 microscope (Carl Zeiss Microscopy GmbH, Jena, Germany). Quantification of TUNEL stained cells was assisted by the software Fiji-ImageJ2. Contrast of fluorescence images was enhanced at the microscope using the Zeiss capture and image analysis software (ZEN).

### Data analysis

Data were analysed with one-way ANOVA followed by Tukey’s multiple comparison post-hoc test or Student’s t test using GraphPad Prism (GraphPad Software Inc. San Diego, CA, USA) and statistical significance was set to p < 0.05. Statistical analysis and number of replicates are presented in the figure legends.

## Results

### *MYCN*-transformed retinal cells grow in vitro in suspension and are *RB1*-proficient

*MYCN* over-expression was achieved after *in ovo* electroporation of normal E3.5 embryonic chicken *RB1-*proficient retina (Fig. 1A) using a piggyBac integrating *MYCN*-expression vector. Stable over-expression of human *MYCN* and GFP cDNA sequences was established using a polycistronic expression unit driven by the chicken actin promoter (CAG) [7]. Electroporated retinas were taken at E14 and large clusters of GFP positive (+) and Visinin immunoreactive (IR) cells disrupted normal retina morphology (Fig. 1B and C). Visinin is a recoverin homologue [34] and a specific cell type marker of cPR progenitors [35], indicating a cPR fate of these cells. The GFP + regions of E14 retinas were dissected, dissociated and transferred to cell cultures. The *MYCN*-transformed GFP + cells survived and proliferated in vitro, whilst GFP-negative cells all died within two weeks. The GFP + cells, denoted DMC, grew in suspension and in clusters similarly to previously established retinoblastoma cell lines and in the same type of medium (WERI and Y79 [36]) (Fig. 1D). Western blot analysis showed that the transgene *MYCN* protein was robustly over-expressed in the DMC cells, compared to chicken fibroblast cells (DF-1 cells), which were used as control cells (Fig. 1E).

**Fig. 1:**
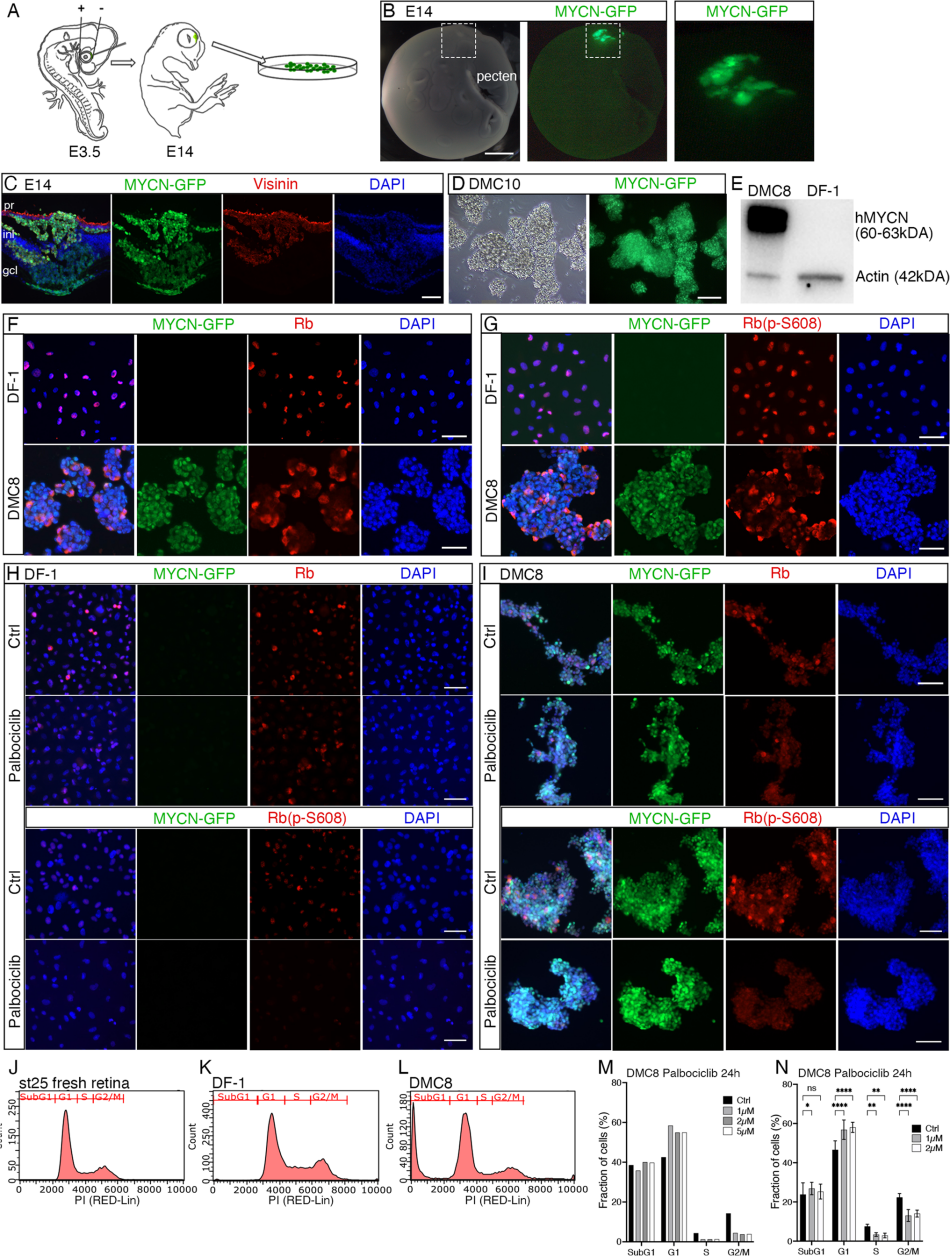
Establishment and cellular properties of *MYCN*-overexpressing cell lines with proficient *RB1.* Fluorescence micrographs of E14 (st40) electroporated chicken eye and DMC cell lines. Bar graph and histogram of cell cycle analysis. **A** Schematic illustration of subretinal injection and electroporation of E3.5 (st22) embryo. **B** Representative micrographs of *MYCN*-electroporated E14 retina. Dashed box is magnified in the right panel. **C** Immunohistochemistry micrographs of *MYCN* electroporated E14 retina stained for GFP and Visinin. **D** Representative micrographs of live DMC cells in culture with brightfield and GFP. **E** Western blot of human *MYCN* level in DMC cells and DF-1 control cells. **F** Immunocytochemistry of DMC and DF-1 cells stained for Rb and GFP. **G** Immunocytochemistry of DMC and DF-1 cells stained for phosphorylated Rb (P-S608) and GFP. **H-I** Immunocytochemistry of DF-1 and DMC cells stained for Rb, phosphorylated Rb (P-S608) and GFP after 2 µM Palbociclib treatment. **J-L** Representative images of cell cycle analysis from flow cytometry of st25 (E4.5) fresh retina, DF-1 and DMC cells. **M** Bar graph of percentage of DMC cells in cell cycle phases after different doses of Palbociclib treatment. **N** Bar graph of percentage of DMC cells in cell cycle phases after 1 µM and 2 µM Palbociclib treatment. Mean ± SD, ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, **N***n* = 3. **A** E; embryonic day, **C** pr; photoreceptor layer, inl; inner nuclear layer, gcl; ganglion cell layer, **J** st; Hamburger &Hamilton developmental stage. Scale bars in **B**, 500 μm; in **C**, 200 μm; in **D**, 300 μm; in **F-I**, 50 μm

In order to verify the RB1 expression and proficiency, we used IHC to analyse total Rb and Rb phosphorylated on S608, Rb(P-S608) in DMC cells and DF-1 cells. Phosphorylation of the S608 inhibits E2F binding and blocks E2F activity [37]. GFP + DMC cells were immunoreactive (IR) for both Rb and Rb(P-S608) to a similar degree as the control DF-1 cells (Fig. 1F and G) indicating that *RB1* was expressed, could be phosphorylated and that the regulatory system of RB1 was active. The main regulatory enzymes for Rb phosphorylation are Cdk4/6 [38] and 2µM of the Cdk4/6 inhibitor Palbociclib abolished Rb(P-S608) IR in both DF-1 and DMC cells (Fig. 1H and I), indicating that the CDK4/6-RB1 regulatory system is active in the DMC cells. We analysed the cell cycle of DMC cells and as control we used dissociated normal st25/E4.5 retinal cells and DF-1 cells. The st25/E4.5 retina has proliferating retinal cells and normal E14 cells are mainly post mitotic. Analysing the relative proportion of cells in the cell cycle phases using the DNA content per cell showed that DMC cells had a distorted cell-cycle profile compared to the st25 retina and DF-1 cell-controls, with a conspicuous sub-G1 peak representative for on-going apoptosis (Fig. 1J-L). Cell death was observed in the DMC lines, consistent with the cell cycle profile, but not to an extent that the net positive growth was affected. We analysed the dose response of Palbociclib on the cell cycle in DMC cells (1, 2 and 5 µM, Fig. 1M) and treatment with 1 and 2 µM Palbociclib resulted in a significant lengthening of the G1-phase and a shorter G2/M-phase, indicative of a partial G1-phase cell cycle arrest (Fig. 1N). Increased G1-phase arrest by Palbociclib is consistent with proficient Rb as shown after treatment of breast cancer cells [39]. The effects corroborated that *RB1* in DMC cells is expressed and has at least a partial capacity to regulate the cell cycle.

### RNA sequencing of *MYCN*-expressing DMC cells

We performed bulk RNA sequencing on RNA prepared from three acutely established cell lines from MYCN-transformed E14 retina and three normal E14 chicken retina samples, used as matching controls. 

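RNA from the young lines DMC8, DMC9 and DMC10 was compared with RNA from 3 retinas of embryos that had not been electroporated. The retinas behind the DMC lines were electroporated at embryonic day 3.5 with the plasmid that carries human MYCN and GFP, and all retinas were taken at embryonic day 14. The methods give 14 days in culture for the young lines, and the sample labels give an upper limit of 4 weeks. The authors counted read pairs on genes with featureCounts and deposited 1 table for all 12 libraries, whose values are named for the trimmed mean of M-values (TMM) normalization. Each of the 205632 values above 0 in that table is a whole number divided by 1 of 12 constants between 0.842 and 1.20, and the product of the constants is 1. TMM factors computed from the recovered whole numbers equalled the 12 constants to 12 decimals. The constant changes from gene to gene within a library, and 8.36% of the values had been divided by the factor of their own library. The whole numbers, termed recovered reads, were therefore divided by the library total and by the library's own TMM factor and brought to the mean of the 12 libraries, which gives the normalized counts. Between 20984957 and 35088450 reads were recovered per library, with a median of 25000108 in E14 retina and 27912356 in young DMC cells. Genes with at least 10 recovered reads in at least 3 of the 12 libraries were tested, and 15284 genes passed this filter. The log2 of the normalized count plus 1 was fitted in 1 linear model with limma for all 12 libraries in 4 groups (lmFit, and eBayes with a trend), so that each gene has 1 estimate of its spread. A gene was called DE under the paper's criteria, a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Where all libraries of a group held at most 3 reads of a gene, its fold is a lower bound computed against 3 reads, and such limits cover counting error only. Exact permutation tests of 3 libraries against 3 cannot give a p under 0.1. The count test of the paper's methods was not used here.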

The acutely established cells, also denoted “young” DMC cells, had been in culture for 2 weeks until all GFP negative cells were gone. All samples passed the quality control of sequencing results. The per sequence quality scores were over 35 (Fig. 2A) and h*MYCN* and GFP sequences was only detected in the DMC cells (Fig. 2B and C). 

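hMYCN had 0 recovered reads in each of the 3 E14 retina libraries and a normalized count of 214583 ± 51974 (SD, n = 3) in young DMC cells, which is at least 80141-fold higher. Computed without the TMM factors, this lower bound was 59287-fold. The GFP sequence had 1, 1 and 2 reads in the E14 libraries and a normalized count of 333873 ± 88417 in young DMC cells, at least 124692-fold higher. Both sequences together took 1.68% of the recovered reads in DMC10, 1.54% in DMC8 and 2.22% in DMC9. The chicken gene MYCN (ENSGALG00000016462), which the authors counted apart from the human transgene, fell from 744 ± 61.5 normalized counts in E14 retina to 6.00 ± 3.48 in young DMC cells (log2 fold change -6.84, standard error 1.69, limma adjusted p = 0.00553), with 9 reads in DMC10, 3 in DMC8 and 5 in DMC9. MYC was at 60.2 ± 45.5 in young DMC cells and 216 ± 44.0 in E14 retina, which did not pass the criteria (log2 fold change -2.06, standard error 1.00, limma adjusted p = 0.104), although it did when the 6 libraries of both groups were fitted alone (adjusted p = 0.00872, 0.00872 to 0.124 over all alternatives). Tested as 1 list, hMYCN, GFP, MYCN and MYC had a limma camera adjusted p of 0.117, and of 0.0458 without the TMM factors. The test looks for a shift in 1 direction, and the list holds 2 genes that were higher and 2 that were lower. These values therefore do not show whether its genes changed.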

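Of the 15284 genes tested, 6649 were DE between young DMC cells and E14 retina, 3137 upregulated and 3512 downregulated, and 8841 had an unadjusted p under 0.05, where chance gives 764.2. The share of DE genes that were upregulated was 47.2%, and the median log2 fold change of all genes was -0.031. The scaling moved this share most. With library totals and no TMM factors, 6853 genes were DE, 2200 upregulated and 4653 downregulated, a share of 32.1% upregulated, and the median of all genes moved to -0.45. The deposited values at a common column total gave 2184 upregulated and 4588 downregulated genes, and the deposited values as they stand gave 2489 and 4060. Between 5829 (E14 replicate 2 left out) and 6398 (DMC8 left out) genes were DE in the 6 fits that each left out 1 library. Apart from the transgenes, the largest rises by fitted log2 fold change among the DE genes with a symbol whose libraries do not overlap between the groups were those of GUCA1A, C2CD4C and PRPH2, at least 850.5-fold, 465-fold and 794-fold. The largest falls were those of SPARCL1, by at least 1119-fold, ANOS1, from 8308 ± 1002 to 5.06 ± 6.93 normalized counts (SD, n = 3), and NDNF, from 17694 ± 1295 to 10.4 ± 11.5. With 3 libraries against 3, chance alone separates the groups of 10% of genes.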

Expression analysis identified 6911 differentially expressed (DE) genes, including 4671 down- and 2240 up-regulated in DMC cells compared to E14 retina (Fig. 2C, Supplementary Table S3). 

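Over the 6649 DE genes, the Pearson correlation of log2 normalized counts between libraries ranged from 0.962 to 0.986 within the groups and from 0.513 to 0.572 between young DMC and E14 libraries. These correlations run across genes that were chosen for their difference between the groups, and genes are not independent replicates, so no test was made. Over all 15284 genes, the range was 0.957 to 0.985 within and 0.712 to 0.754 between the groups.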

The sample correlation matrix showed expression difference between the groups and consistent expression pattern among the replicates within each group (Fig. 2D). Over-representation of GO and KEGG pathways gave 112 enriched GO terms and 13 enriched KEGG pathways (Fig. 2E).

**Fig. 2:**
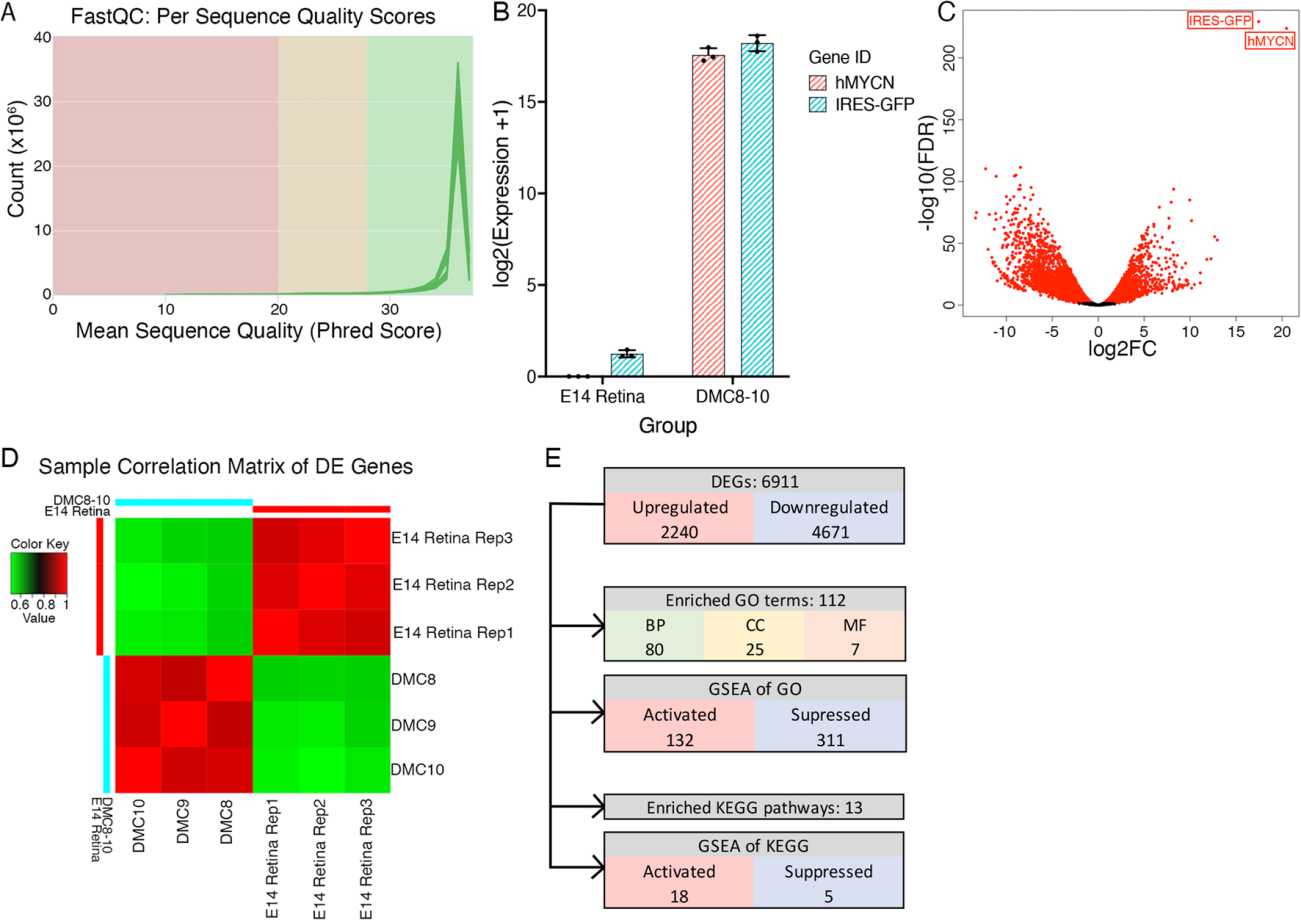
Bulk RNA sequencing of young DMC cells. Results from Bulk RNA sequencing of DMC cells with unelectroporated E14 retina as control. **A** Plot with per sequence quality scores of all replicates of DMC cells. **B** Expression level of human *MYCN* (*hMYCN*) and GFP (IRES2-GFP) in DMC cells and control E14 unelectroporated retina. **C** Volcano plot of annotated genes in DMC cells and E14 control retinas. Differentially expressed (DE) genes are shown in red (FDR < 0.05, log2FC > 1). IRES-GFP and *hMYCN* were marked out. **D** Sample correlation matrix based on DE genes of DMC and control unelectroporated E14 retinas. **E** Overall results of differential expression analysis, GO enrichment analysis, gene set enrichment analysis (GSEA) of GO, KEGG pathway enrichment analysis and GSEA of KEGG pathways

### *MYCN*-expressing DMC cells exhibit a proliferating cell death-deregulated cone photoreceptor progenitor phenotype

The expression profiles of DMC cells have markers for cPR, among which, some were differentially expressed (Fig. 3A). The expression of key components of the cone and rod phototransduction pathways was compiled in Supplementary Table S4 including opsins; OPNs, transducins; GN, phosphodiesterases; PDEs, cyclic nucleotide-gated ion channels; CNGs, guanylyl-cyclases; GDs, G-coupled receptor kinases; GRKs, arrestins, recoverins and guanylyl cyclase-activating proteins; GUCAs [40, 41]. Because E14 retina contains developing cones, differential expression between DMC cells and E14 retina was not a criterion for inclusion in the compilation, but several of the genes were differentially expressed indicating in many cases that their expression was enriched in the DMC cells. 

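Of the 18 cone phototransduction genes of Supplementary Table S4, 17 were tested and 6 were DE, all upregulated. PDE6C had a normalized count of 2322 ± 2005 in young DMC cells and 14.6 ± 4.34 in E14 retina (SD, n = 3; log2 fold change 6.49, standard error 0.96, limma adjusted p = 2.06e-04). PDE6H rose from 335 ± 67.7 to 9095 ± 5757 (4.45, standard error 0.59, limma adjusted p = 9.73e-05), ARR3 from 205 ± 162 to 8852 ± 1781 (5.67, standard error 0.50, limma adjusted p = 7.68e-06) and GUCA1B from 2.697 ± 1.83 to 348 ± 221 (6.42, standard error 0.98, adjusted p = 2.696e-04). GUCA1C was at least 29.4-fold higher, but its adjusted p passed 0.05 without E14 replicate 1 (0.0537) and without DMC8 (0.0559). OPN1LW was at 759.9 ± 144 against 251 ± 87.9, with no overlap between the groups, and did not pass the criteria in the model of all 12 libraries (log2 fold change 1.65, standard error 1.03, limma adjusted p = 0.202). It did so when only the 6 libraries of both groups were fitted (adjusted p = 0.00223, 0.00223 to 0.358 over all alternatives), where the spread of the other DMC lines does not enter. For OPN1MSW, at 0 reads in E14 retina and at least 88.8-fold higher in young DMC cells, the adjusted p was 0.0508. Of the 11 rod genes, 8 were tested, 2 were upregulated and 2 downregulated. GNAT1 fell from 247 ± 60.6 to 8.47 ± 6.94 (-4.91, standard error 0.62, limma adjusted p = 7.30e-05). GRK1 fell from 392 ± 99.0 to 87.2 ± 23.1 (-2.16, standard error 0.79, limma adjusted p = 0.0383), and its adjusted p was above 0.05 in each of the 6 fits with 1 library left out, up to 0.109. SAG, at 31.9 ± 5.46 against 55.2 ± 13.8, and NR2E3, at 2541 ± 27.4 against 4901 ± 1039, were lower in all 3 young DMC libraries than in any E14 library without passing the criteria (-0.76, limma adjusted p = 0.261, and -0.92, adjusted p = 0.307). The fall of GNB1, -0.75 on the log2 scale (standard error 0.24, limma adjusted p = 0.0215), was under the fold change criterion and passed it at -1.18 without the TMM factors.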

All major components in the phototransduction pathway, which also have annotated chicken orthologs, were found in the expression data and several of the cPR enzymes were upregulated (*OPN1LW*, *PDE6C, PDE6H*, *ARR3*, *GUCA1A, GUCA1B*) and some of the rod genes were downregulated (*SAG, GRK1, GNB1, NR2E3*), a pattern that is consistent with the hypothesized cPR phenotype of these transformed cells. However, not all the regulatory genes followed this pattern. The a-subunit of cone transducin (*GNAT2*) and the cone G-protein-coupled receptor kinase (*GRK7*) were downregulated compared to E14 retina (although from high levels), while the rod-specific phosphodiesterases *PDE6B* and *PDE6G* were upregulated (Fig. 3A, Supplementary Table S4). 

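GNAT2 had a normalized count of 1200.2 ± 587 in young DMC cells and 6454 ± 1611 in E14 retina (SD, n = 3; log2 fold change -2.50, standard error 1.47, limma adjusted p = 0.176). Its standard error comes from all 4 groups, in which its reads ranged from 1 in DMC4 to 1400 in DMC1 among the older lines. When the 6 young DMC and E14 libraries were fitted alone, the adjusted p of GNAT2 was 4.38e-04, and with voom weights on all 12 libraries it was 0.00876, the range over all alternatives being 4.38e-04 to 0.217. GRK7 was at 65.3 ± 33.5 against 127 ± 55.6, its groups overlapped, and its change was not past the criteria under any of the alternatives (-0.95, standard error 0.55, limma adjusted p = 0.167). PDE6B rose from 147 ± 48.4 to 18526 ± 6860.5 (6.94, standard error 0.81, limma adjusted p = 4.21e-05), and PDE6G from 199 ± 17.6 to 4105 ± 1490.3 (4.30, standard error 0.40, limma adjusted p = 9.69e-06).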

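THRB had a normalized count of 4509.9 ± 1763 in young DMC cells and 974 ± 25.1 in E14 retina (SD, n = 3; log2 fold change 2.14, standard error 0.89, limma adjusted p = 0.0634), and RXRG one of 24857 ± 225 and 10701 ± 1640.2 (1.23, standard error 0.90, limma adjusted p = 0.274). For both genes, each young DMC library was above each E14 library. Neither passed the criteria in the model of all 12 libraries, whereas both did in the model of the 6 libraries of this comparison, with an adjusted p of 1.85e-04 for THRB and 1.86e-04 for RXRG. THRB also passed them with voom weights (adjusted p = 0.0478), and the largest adjusted p over all alternatives were 0.132 and 0.434. NR2E3, a gene of rod development, did so under none of the alternatives.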

Genes associated with cPR progenitors, Thyroid receptor b (*THRB*) and RXR-g (*RXRG*), were enriched in the DMC cells compared to retina while genes related to rod development were downregulated (*NR2E3*) (Fig. 3A). 

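Of the 23 markers in Fig. 3B, 21 were DE and lower in young DMC cells, and the remaining pair, NHLH1 and PRDM16, were lower without passing the criteria. The median log2 fold change of the 23 genes was -6.62, or -5.65 when the 8 genes with a group at or under 3 reads were set to their bounds. PAX6 fell from 11932 ± 1159 normalized counts (SD, n = 3) to 15.4 ± 23.4 (-10.74, standard error 1.09, limma adjusted p = 1.80e-05). ISL1 was at 9.03 ± 15.6 against 4505 ± 1038 (-10.51, standard error 1.04, limma adjusted p = 1.47e-05). ATOH7, PRDM13 and NEUROD6 were at least 397-fold, 351-fold and 424-fold lower. NHLH1 was at 1285 ± 643 against 8548 ± 1833 (-2.88, limma adjusted p = 0.131) and passed the criteria with voom weights and when the 6 libraries were fitted alone. The call of GAP43 (-3.24, limma adjusted p = 0.0309) was lost in 5 of the 6 fits that left out 1 library, where its adjusted p reached 0.114.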

Markers for ganglion cells, amacrine cells, bipolar cells and progenitors for non-PR fate were also downregulated (Fig. 3B). These results show that the acutely isolated DMC cells have an expression profile of a cPR progenitor phenotype.

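Tested as lists with limma camera at a preset correlation of 0.01, together with the other lists (18 in all), the cone genes shifted up in young DMC cells (13 of 17 genes higher, median log2 fold change 0.75, or 9 of 17 and 0.33 without the TMM factors, adjusted p = 0.0357) and the non-photoreceptor markers shifted down (adjusted p = 8.05e-10). The rod genes (8 genes, median -0.76, adjusted p = 0.780) and the 3 transcription factors THRB, RXRG and NR2E3 (median 1.23, adjusted p = 0.708) did not shift. Cone and rod genes together had an adjusted p of 0.132, and of 0.0496 without the TMM factors. Adjusted over the list alone, 7 of the cone genes, 6 of the rod genes and 0 of the 3 transcription factors (1 with an unadjusted p under 0.05) had an adjusted p of at most 0.05. With rotation (fry), the shifts of the cone genes and of the non-photoreceptor markers stayed under 0.05 (0.00680 and 1.94e-07), and with a correlation estimated from the residuals neither did (0.494 and 0.0598). From the raised cone genes, the lowered rod genes and the lowered markers of other retinal cells, the paper concludes that the freshly isolated DMC cells have the profile of a cone progenitor.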

**Fig. 3:**
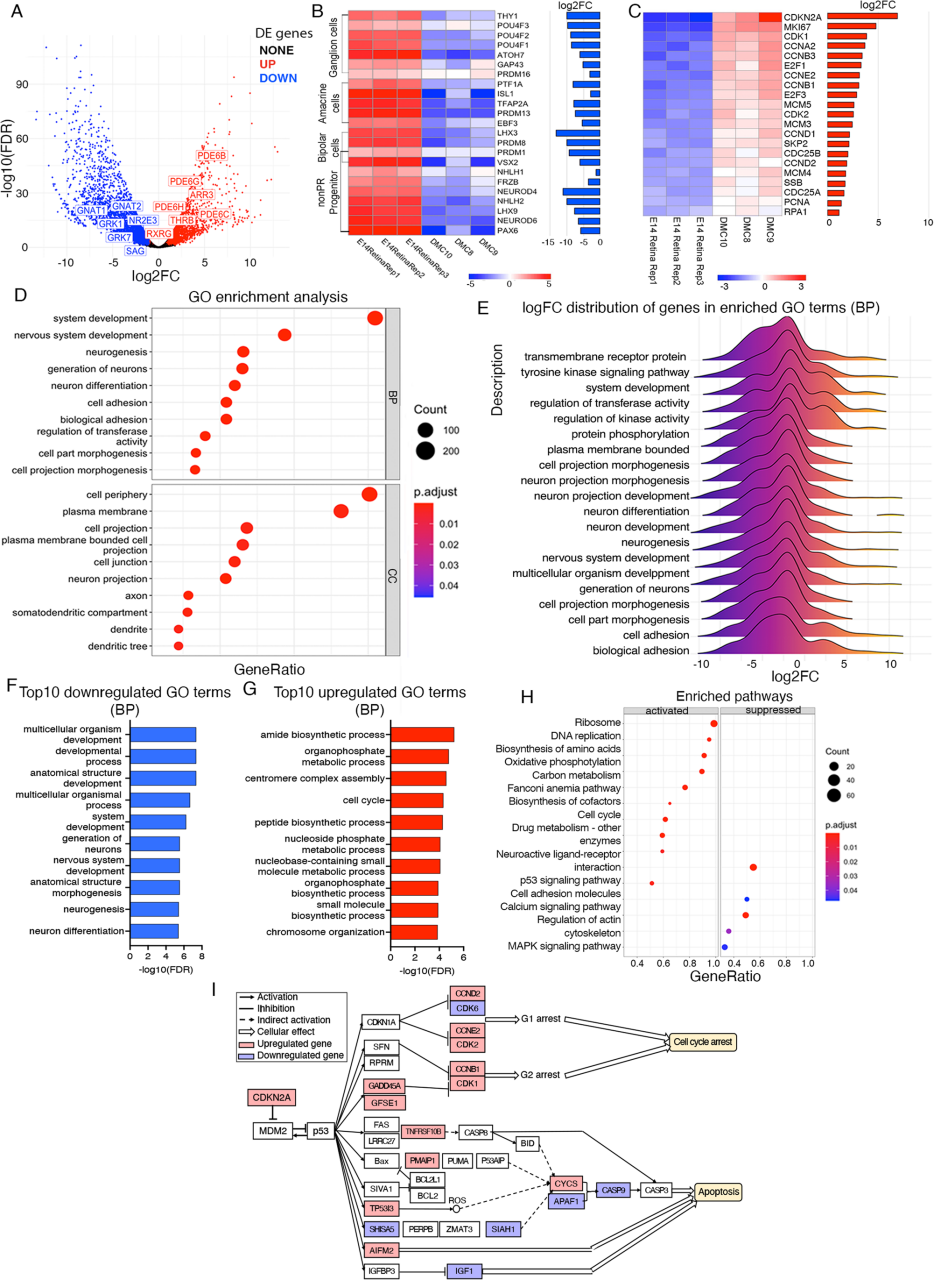
Differential expression analysis and analysis based on differentially expressed (DE) genes. Results from differential expression analysis of comparison between DMC and E14 retina and subsequent over-representation analysis and gene set enrichment analysis (GSEA) of gene ontology (GO) and KEGG pathways. **A** Volcano plot of annotated genes, with downregulated genes shown in blue and upregulated genes in red. Markers of photoreceptors were marked out. **B** Heatmap of expression of markers for ganglion cells, amacrine cells and progenitors in non-PR fate. **C** Heatmap of expression of markers for cell cycle and proliferation. **D** Top 10 enriched GO terms in BP and CC from over-representation analysis. **E** Plot with distribution of lof2FC in top 20 enriched GO terms in BP. **F-G** Top 10 downregulated and upregulated GO terms in BP from GSEA. **H** Top 15 enriched pathways of GSEA of KEGG pathways. **I** Pathview of cell cycle and apoptosis related genes in the p53 signaling pathway, with upregulated genes in red and downregulated genes in blue. PR; photoreceptor, FDR; false discovery rate adjusted *p* value, log2FC log2 fold change, BP; biological process

The cells proliferated, which is in contrast to most of the E14 retinal cells which are post-mitotic, and thus we examined genes related to proliferation. Genes related to the cell cycle were upregulated and the high expression of *MKI67* and *PCNA* are indicative of proliferation. 

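MKI67 (ENSGALG00000025996) had a normalized count of 8757 ± 2069 in young DMC cells and 216 ± 22.8 in E14 retina (SD, n = 3; log2 fold change 5.31, standard error 0.52, limma adjusted p = 1.45e-05). PCNA (ENSGALG00000029292) was at 6016 ± 855 and 2024 ± 17.1, without overlap (1.56, standard error 0.64, limma adjusted p = 0.0596), so that its adjusted p was just outside the criterion. It was 3.32e-05 when the 6 libraries of both groups were fitted alone, and up to 0.114 over the other alternatives. Of the 22 cell cycle markers of Fig. 3C, 21 were DE and all 22 were higher in young DMC cells (median log2 fold change 3.16, and 2.74 without the TMM factors). All 22 had an adjusted p of at most 0.05 when adjusted over the list alone, though the study picked this list from the same libraries. The camera adjusted p of the list was 8.91e-10.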

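The cyclin genes CCNA2 (4.07), CCNB3 (3.93), CCNE2 (3.73), CCNB1 (3.61), CCND1 (2.37) and CCND2 (2.09) were DE between young DMC cells and E14 retina, with the log2 fold changes in parentheses and limma adjusted p from 2.07e-05 for CCND1 to 0.00180 for CCND2. The kinase genes CDK1 (4.42) and CDK2 (3.15) and the regulators SKP2 (2.34), CDC25A (2.13), CDC25B (2.21) and AURKA (5.09) were DE as well, in each fit that left out 1 library and under each alternative. AURKA rose from 56.6 ± 11.8 normalized counts (SD, n = 3) to 1956 ± 386 (standard error 0.49, limma adjusted p = 1.25e-05), and CCNA2 from 389 ± 50.0 to 6559.8 ± 931 (standard error 0.49, limma adjusted p = 5.49e-05).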

Cyclins (*CCNA2, CCNB3, CCNE2, CCNB1, CCND1, CCND2*) and cyclin-dependent kinases (*CDK1, CDK2*) as well as the cell cycle regulators *CDKN2A, SKP2, CDC25A, CDC25B*, and *AURKA* were found to be among the top upregulated genes in DMC compared to E14 retina control (Fig. 3C, Supplmentary Tables S3 and S5). *E2F1*, *E2F3, E2F6* and *E2F8* were upregulated while *RB1* showed no significant expression difference. 

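E2F1 (ENSGALG00000003045) had a normalized count of 4283 ± 988 in young DMC cells and 308 ± 37.8 in E14 retina (SD, n = 3; log2 fold change 3.77, standard error 0.64, limma adjusted p = 5.50e-04). E2F3 (ENSGALG00000012680) rose from 67.6 ± 10.8 to 773 ± 65.6 (3.51, standard error 0.26, limma adjusted p = 3.14e-06) and E2F8 (ENSGALG00000041299) from 40.4 ± 6.63 to 1221 ± 129 (4.89, standard error 0.77, limma adjusted p = 3.15e-04). The 3 genes stayed DE under each alternative and without any 1 library. E2F6 (ENSGALG00000016454) was lower in all 3 young DMC libraries, at 685 ± 43.9 against 1240.0 ± 75.5 (-0.86, standard error 0.19, limma adjusted p = 0.00302). Its log2 fold change was under the criterion of 1 in size and went past it without the TMM factors (-1.28) and in the deposited values (-1.14 as they stand, -1.33 at a common column total), and it was negative under every alternative. RB1 (ENSGALG00000016997) was at 1393 ± 66.2 against 1235 ± 59.8 (0.17, standard error 0.21, limma adjusted p = 0.509). Among the family members beside those, E2F7 rose by 1.06 (limma adjusted p = 0.0801) and passed the criteria only when the 6 libraries were fitted alone, while E2F4 (-0.098), E2F5 (-0.47), RBL1 (0.40) and RBL2 (0.050) were not DE. Together the 10 genes had a camera adjusted p of 0.252 and a fry adjusted p of 0.00680, and 4 of the 10 had an adjusted p of at most 0.05 when adjusted over the list alone.

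**Figure D1:**
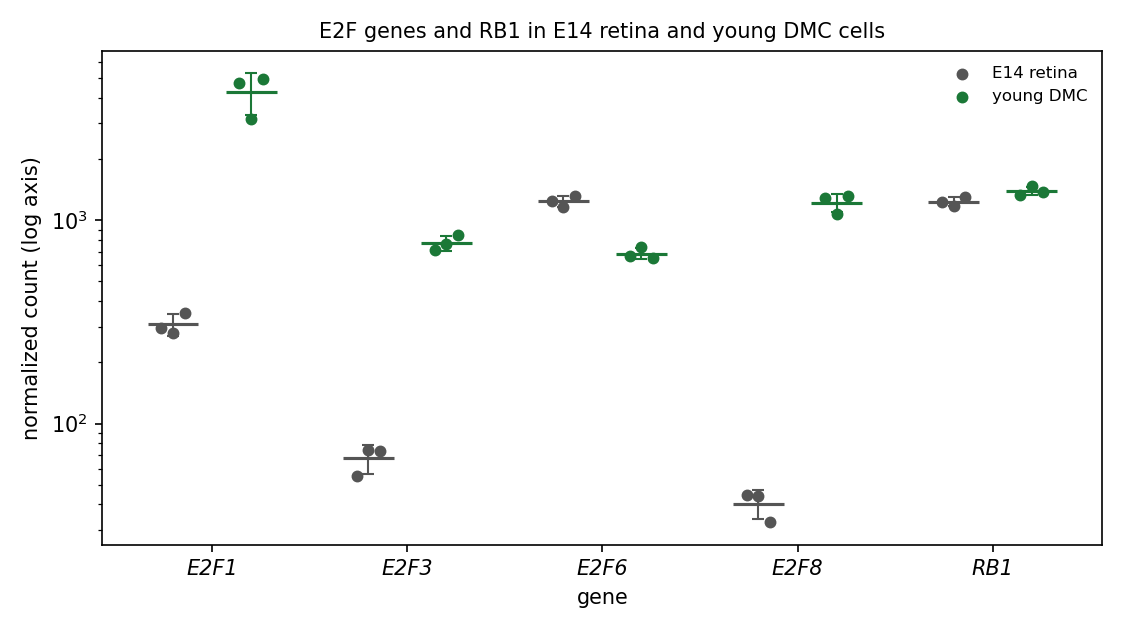
Normalized counts of E2F1, E2F3, E2F6, E2F8 and RB1 on a log axis in the 3 E14 retina and the 3 young DMC libraries. Points are libraries, horizontal lines are means and bars are SD. The young DMC libraries lie above the E14 libraries for E2F1, E2F3 and E2F8 and below them for E2F6.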

Because of functional association between *E2F*s and *RB1* and the high expression levels of *E2F*s we further explored these genes. Several of the genes that regulate the cell cycle and proliferation are upregulated and are also known regulatory targets of the Myc-transcription factors [23]. A compilation of the expression of Myc-regulated genes described in Bretones et al. 2015 in the “young” DMC cells is shown in Supplementary Table S5.

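The 16 Myc-regulated genes of Supplementary Table S5 were all tested, and in young DMC cells against E14 retina 10 were DE and higher and 1, CDKN1B, was DE and lower. The median log2 fold change was 2.25, or 1.83 without the TMM factors, and the camera adjusted p was 9.22e-04. Adjusted over the list alone, 13 of the 16 genes had an adjusted p of at most 0.05. CDKN1B fell from 4491 ± 343 normalized counts (SD, n = 3) to 2070.0 ± 349 (-1.13, standard error 0.23, limma adjusted p = 0.00170), and its log2 fold change was -0.98 without DMC8, inside the criterion. CDK6 (-0.86, limma adjusted p = 0.0135) and CCNE1 (0.82, adjusted p = 0.00835) changed by less than the fold change criterion, which CDK6 passed without the TMM factors (-1.28). CCND3 (-0.016), CDK7 (0.30) and CDKN1A (0.81) had adjusted p of 0.974, 0.444 and 0.586.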

Next, we applied analysis of GO and KEGG to link DE genes to biological activities: biological processes (BP) and cellular components (CC). The top enriched GO terms in BP included system and neuronal development or differentiation and were all downregulated while the upregulated GO terms were associated with cell cycle and proliferation (Fig. 3D-G, Supplementary Fig. S1). These results imply a less differentiated and highly proliferative phenotype of the DMC cells compared to E14 retina. Such phenotype is consistent with the phenotype of retinoblastoma with *MYCN* amplifications [3, 4, 42, 43].

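The GO annotation behind Fig. 3D-G was not used here, and gene lists were tested in its place. All 70 ribosomal protein genes, taken by symbol, were higher in young DMC cells than in E14 retina and 66 of them were DE (median log2 fold change 1.79, 1.36 without the TMM factors, camera adjusted p = 3.22e-18). Of 73 respiratory chain genes, 46 were DE and all 73 were higher (median 1.25, or 0.83 with 69 of 73 higher without the TMM factors, adjusted p = 3.42e-14). Adjusted over the list alone, 67 of the ribosomal and 64 of the respiratory genes had an adjusted p of at most 0.05. With fry, both lists and those of the cell cycle markers and Myc-regulated genes kept an adjusted p under 0.05, at most 2.45e-04, whereas with a correlation estimated from the residuals all 4 had an adjusted p of 0.368. From the lowered developmental and the raised cell cycle terms, the paper proposes that DMC cells are less differentiated and more proliferative than E14 retina.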

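Of 29 genes for DNA replication factors (MCM, RFC, RPA, polymerase, primase and related genes, taken by symbol), 26 were tested and 20 were DE, all higher in young DMC cells than in E14 retina. Adjusted over the list alone, 22 of the 26 had an adjusted p of at most 0.05. Their median log2 fold change was 1.54, and 1.11 without the TMM factors. The list had a limma camera adjusted p of 1.19e-05, of 0.00850 with fry and of 0.494 with the correlation estimated from the residuals. MCM5 rose from 376 ± 78.7 normalized counts (SD, n = 3) to 3355 ± 118 (3.17, standard error 0.71, limma adjusted p = 0.00319), and MCM3 and MCM4 rose by 2.81 and 2.16 on the log2 scale. The KEGG annotation itself was not used here.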

The top 15 enriched activated and suppressed KEGG pathways confirmed that the DMC cells expressed genes associated with increased proliferation with active cell cycle and DNA replication (Fig. 3H). The p53 signalling pathway was among the identified pathways with both up and down regulated components, indicating that MYCN cells are differently regulated compared to E14 retina (Fig. 3I). 

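The study drew the classes of Fig. 3I from these same libraries, so the direction of a class is not independent evidence. Of the 13 genes drawn as upregulated in Fig. 3I, 12 were DE and higher in young DMC cells (median log2 fold change 3.61, limma camera adjusted p = 3.98e-06, which stayed at 0.0156 with the correlation estimated from the residuals), and 12 had an adjusted p of at most 0.05 when adjusted over the list alone. Among them, GTSE1 rose from 96.2 ± 17.1 normalized counts (SD, n = 3) to 4049 ± 488 (5.39, standard error 0.47, limma adjusted p = 7.42e-06) and TNFRSF10B from 15.2 ± 1.14 to 1372 ± 274 (6.39, standard error 0.87, limma adjusted p = 1.16e-04). TP53I3 was higher by 1.55 (adjusted p = 0.0901) and was called when the 6 libraries were fitted alone. The call of PMAIP1 (3.63, limma adjusted p = 0.0136) was lost without DMC10 (0.0521) and without DMC9 (0.0610). Of the 6 genes drawn as downregulated, 5 were tested and all were lower, of which SIAH1 (-1.498, standard error 0.25, limma adjusted p = 5.00e-04) and APAF1 (-1.27, limma adjusted p = 0.0236) were DE (camera adjusted p of the list 0.0597). The call of APAF1 was lost in 5 of the 6 fits that left out 1 library. Without the TMM factors, CDK6, CASP9 and SHISA5 were called too. Adjusted over the list alone, 4 of these 5 genes had an adjusted p of at most 0.05. Of the 16 genes drawn without a change, 13 were tested, 1 was higher (SFN, at least 12.2-fold) and 1 lower (RPRM, -6.21, limma adjusted p = 1.05e-05), the same pair when adjusted over the list alone, and the list did not shift (camera adjusted p = 0.708).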

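TP53I11 fell from 588 ± 37.2 normalized counts in E14 retina (SD, n = 3) to 13.1 ± 10.1 in young DMC cells (log2 fold change -5.79, standard error 1.44, limma adjusted p = 0.00561). The genes listed under the symbols TP53BP1 and TP53BP2 fell from 3993 ± 64.4 to 1874 ± 457 (-1.12, standard error 0.28, limma adjusted p = 0.00564) and from 9861 ± 438 to 4116 ± 588 (-1.27, standard error 0.33, limma adjusted p = 0.00776). Without DMC10, the log2 fold change of TP53BP1 was -0.98, inside the criterion. TP53INP1 was lower in all 3 young DMC libraries but by less than the fold change criterion (-0.61, standard error 0.16, limma adjusted p = 0.00745), which it passed without the TMM factors (-1.03). MDM2 (0.59, standard error 0.27, limma adjusted p = 0.0899) and MDM4 (-0.41, standard error 0.19, limma adjusted p = 0.0881) were not DE under any of the alternatives. The 7 tested genes of this group, CDKN2A included, had a camera adjusted p of 0.373 and a fry adjusted p of 1.32e-04, and 5 of the 7 had an adjusted p of at most 0.05 when adjusted over the list alone.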

The p53 induced genes *TP53I11, TP53INP1, TP53IBP1* and *TP53IBP2* that are all down regulated while *MDM2* as well as *MDM4* were not changed (Supplementary Table S3). 

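CDKN2A (ENSGALG00000034505) rose from 2.36 ± 1.33 normalized counts in E14 retina (SD, n = 3) to 364 ± 348 in young DMC cells (6.38, standard error 1.09, limma adjusted p = 5.45e-04), with 93 reads in DMC10, 194 in DMC8 and 845 in DMC9. The spread between the young lines was therefore about as large as their mean, and the smallest of the 3 values was still far above the E14 libraries. The log2 fold change stayed between 5.61 and 7.05 with each library left out in turn.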

One of the top upregulated DE gene is *CDKN2A* (Fig. 3C), which is involved in cell cycle, p53 regulatory and senescence pathways, although the role for *CDKN2A/B* in chicken is not identical to the one in humans and is less well studied [44]. The identified pathways are consistent with the observed phenotype of the DMC cells with ongoing proliferation and dysregulated apoptosis.

We also compared the expression profile of data sets of two patient-derived *MYCN*^*A*^ tumours, one *RB1* proficient; GSE161449 [45] and one *RB1* deficient; OEP 000103 [46]. Comparison showed that the top enriched GO-terms partially overlapped (Supplementary Fig. S2).

### Effects of p53 modulators Nutlin-3a and Pifithrin-α on the cell cycle of DMC cells

The developmental retinal cell lineage from which the chicken retinoblastoma DMC cells are derived [7], exhibit p53 insensitivity [16, 17]. This together with the identified p53 KEGG pathway (Fig. 3I) prompted us to study the cell cycle and cell death regulation of these cells. We used the Mdm2 inhibitor Nutlin-3a and p53 inhibitor Pifithrin-α to modulate p53. Nutlin-3a promotes p53 activity by blocking Mdm2, a negative regulator of p53 [47], and Pifithrin-α is a widely used p53 inhibitor [48], although its specificity and mode of action have been challenged [49]. We treated the control DF-1 cells with Cisplatin, which inflicts DNA damage and induces cell cycle arrest in a p53-dependent manner in normal cells [50]. The DF-1 cells were cell cycle arrested in G2-M phase compared to untreated controls (Fig. 4A, B and E). Nutlin-3a treatment augmented the cisplatin-induced arrest (Fig. 4C and E) while Pifithrin-α had a normalizing effect and released the arrest (Fig. 4D and E).

**Fig. 4:**
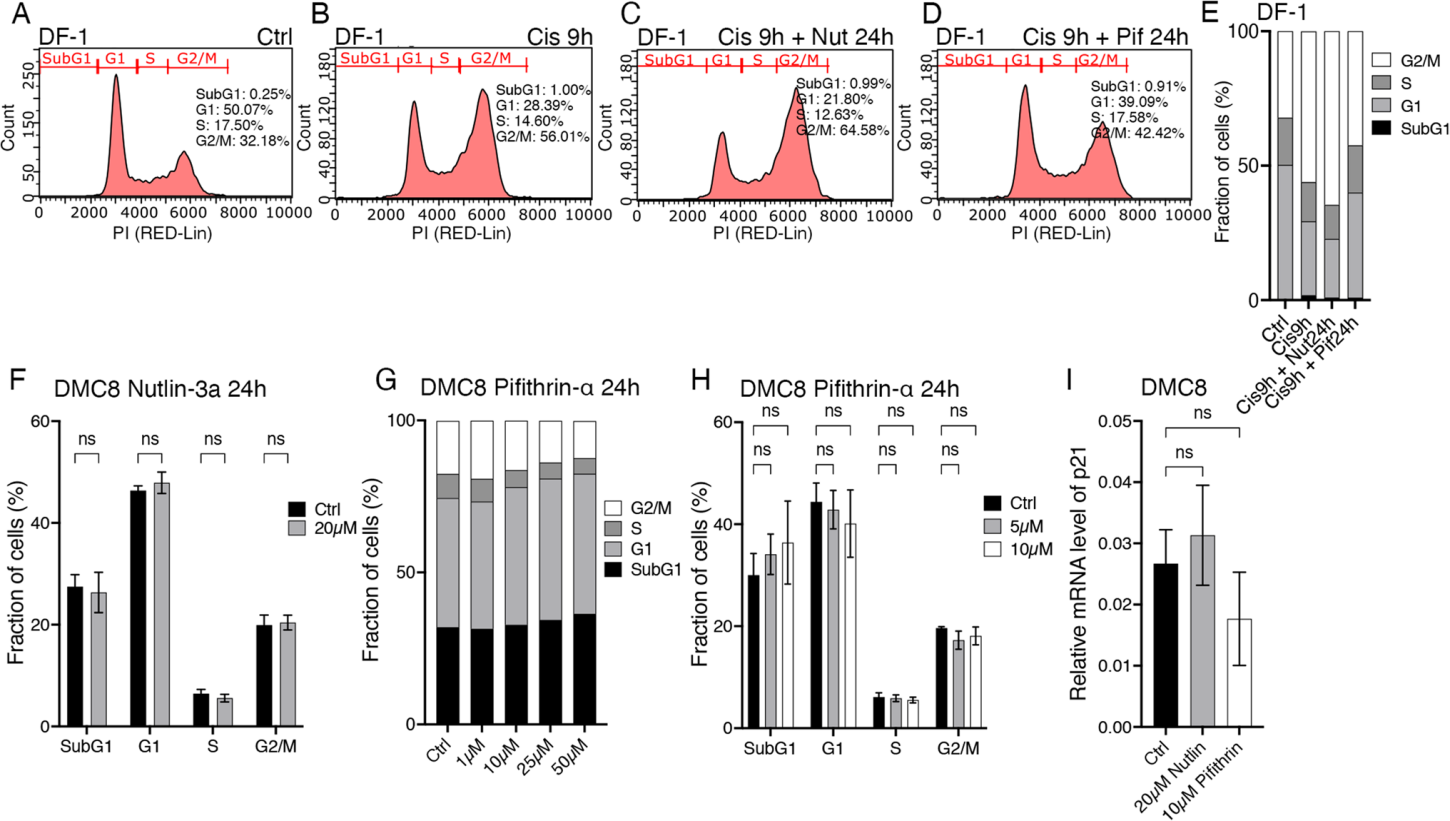
Effects of p53 modulators on the cell cycle of DMC cells. DF-1 cells were used as control and for testing drugs. Cell cycle analysis was performed by flow cytometry and p21/CDKN1A mRNA levels were determined by qRT-PCR. **A-D** Representative images with cell cycle phases from flow cytometry of cell cycle analysis. DF-1 cells were treated with 5 µM Cisplatin, together with 20 µM Nutlin-3a or 10 µM Pifithrin-α. **E** Stacked bar graph of cell cycle phases of DF-1 cells from A-D. **F** Bar graph of cell cycle phases of DMC cells after treatment of 20 µM Nutlin-3a for 24 h. **G** Stacked bar graph of cell cycle phases of DMC cells after Pifithrin-α treatment for 24 h. **H** Bar graph of cell cycle phases of DMC cells after treatment of 5 and 10 µM of Pifithrin-α. **I** Bar graph with relative mRNA levels of p21 in DMC cells after treatment with either 20 µM Nutlin-3a or 10 µM Pifithrin-α for 24 h. Mean ± SD, ns; not significant (*p* > 0.05), ANOVA in **F** *n* = 3, **H** *n* = 4, **I** *n* = 6. Ctrl; control, Cis; Cisplatin, Nut; Nutlin-3a, Pif; Pifithrin-α

Having identified the expected cellular response in p53-functional cells, we treated the “young” DMC cells with 20 µM Nutlin-3a (Fig. 4F and I) or Pifithrin-α (Fig. 4H-I) but no obvious effects on the cell cycle were observed. For Pifithrin-α treatment, a dose-response study was performed to decide an efficient dose (Fig. 4G). 5 µM and 10 µM Pifithrin-α were then used but no significant effects could be seen on the DMC cells (Fig. 4H). We analysed the p21 (*CDKN1A*) mRNA levels by qRT-PCR. p21 is downstream, positively regulated by p53 but no significant change on CDKN1A/p21 mRNA levels by Nutlin-3a or Pifithrin-α was seen (Fig. 4I). We concluded that manipulation of p53 activity neither induced changes in the cell cycle nor on p21 mRNA levels in the DMC cells. Although several genes in p53 signalling pathway were identified as altered among the DE genes (Supplementary Table S5), the DMC cells did not seem to respond to direct manipulation of p53 activity.

### Effects of E2f-inhibitor HLM006474 on cell cycle and apoptosis in DMC cells

Constitutively active *E2Fs* during the cell cycle as a result of *RB1* inactivating mutations is a major driving force in retinoblastoma carcinogenesis [2]. *E2F1* and *E2F3* mRNA levels were robustly elevated in the DMC cells when compared to E14 retina. The *RB1* levels were however not elevated (Supplementary Fig. S3). We hypothesized that the elevated *E2F* levels could override the inhibitory regulatory function that Rb has on E2fs. Increased *E2F1* and *E2F3* and unaltered *RB1* expression was confirmed using qRT-PCR (Supplementary Fig. S3). However, because none of the tested anti-E2f-antibodies worked on the chicken material in our hands for IHC or western blot analysis we could not confirm the result on protein level. To test whether the high levels of *E2F* expression contributed to the uncontrolled growth of DMC cells, we treated DMC cells with the E2f inhibitor HLM006474. HLM006474 is a small molecule inhibitor of the DNA binding abilities of E2fs [51, 52]. DF-1 cells were used as control and effects of the E2f inhibitor was assessed by studying the cell cycle and proliferation. We assessed the dose-response and time-line effects on DF-1 cells and 40 µM HLM006474 arrested DF-1 cells in G1 with a robust effect after 10–15 h of treatment (Fig. 5A and B). Treatment for 24 h or more, or with 100 µM or more reduced the cell viability to the point where cell cycle analysis of DF-1 cells was not possible. We also analysed the *CDKN1A* mRNA levels in treated DF-1 cells and found a robust increase after 10 h with 50 µM E2f inhibitor (Fig. 5C and D), results that were consistent with the cell cycle analysis.

**Fig. 5:**
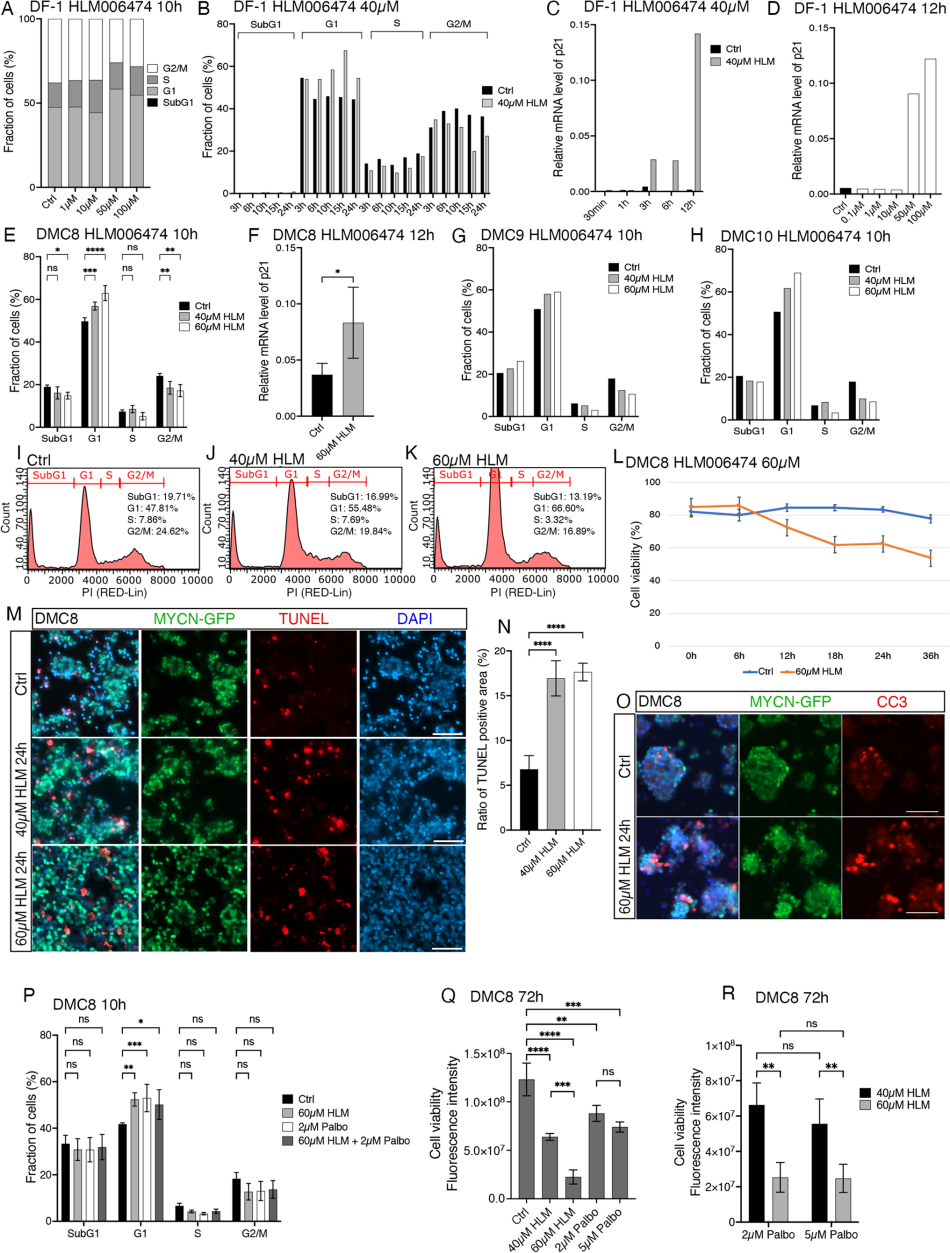
Effects of E2f inhibitor HLM006474 on “young” DMC cells. E2f was chemically inhibited by HLM006474 treatment on DF-1 and DMC cells. Cell cycle and cell viability were examined after treatment. Expression level of p21/CDKN1A was also measured. **A** Stacked bar graph of cell cycle phases of DF-1 cells after 10 h HLM006474 treatment of different doses. **B** Bar graph of cell cycle phases of DF-1 cells after 40 µM HLM006474 treatment at different time points. **C** Bar graph of relative mRNA level of p21 in DF-1 cells after 40 µM HLM006474 treatment of different treatment times. **D** Bar graph of relative mRNA level of p21 in DF-1 cells after 12 h HLM006474 treatment of different doses. **E** Bar graph of cell cycle phases after 10 h treatment of 40 and 60 µM HLM006474 on DMC8 cells. **F** Bar graph of relative mRNA level of p21 after 12 h 60 µM HLM006474 treatment on DMC8 cells. **G-H** Bar graphs of cell cycle phases after 10 h treatment of 40 or 60 µM HLM006474 on DMC9 and DMC10 cells. **I-K** Representative images of cell cycle analysis from flow cytometry of control DMC cells (Ctrl), 10 h 40 µM and 10 h 60 µM HLM006474 treated DMC cells. **L** Cell viability over time following 60 µM HLM006474 treatment on DMC8 cells, analyzed by Trypan blue assay. **M** Representative fluorescence micrographs of TUNEL staining of control DMC8 cells (Ctrl), 24 h 40 µM HLM006474 treated and 24 h 60 µM HLM006474 treated DMC8 cells. **N** Bar graph of the ratio of positive area of TUNEL over positive area of DAPI, measured by ImageJ. **O** Representative fluorescence micrographs of cleaved caspase-3 IR of 24 h 60 µM HLM006474 treated DMC8 cells. **P** Bar graph of cell cycle phases after 10 h 2 µM Palbociclib treatment and/or 60 µM HLM006474 treatment on DMC8 cells. **Q** Bar graph of cell viability measured by fluorescence intensity after different doses of HLM006474 and Palbociclib treatment on DMC8 cells for 72 h, analyzed by Alamar Blue assay. **R** Bar graph of cell viability measured by fluorescence intensity after 72 h 40 µM and 60 µM HLM006474 treatment, together with 2 µM or 5 µM Palbociclib treatment on DMC8 cells, analyzed by Alamar Blue assay. Mean ± SD, ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, ns not significant (*p* > 0.05), ANOVA in **E**, **F, L, N and P** *n* = 4, in **Q and R** *n* = 3. HLM; HLM006474, h; hours, Palbo; Palbociclib, CC3; cleaved caspase-3. Scale bars in **M and O** is 50 μm

We treated DMC cells with 40 or 60 µM HLM006474 during 10–12 h. Both concentrations of HLM006474 caused cell cycle arrest compared to control (Fig. 5E). Moreover, *CDKN1A/p21* mRNA levels were significantly increased (Fig. 5F). The effect of HLM006474 on the cell cycle of DMC cells (Fig. 5I-J) was confirmed in two additional independently established DMC cell lines from separately electroporated retinas (DMC9 and DMC10). The effects on the cell cycle could be replicated in all three cells (Fig. 5G and H).

Sustained treatment with HLM006474 for 36 h caused cell death as shown both using Trypan blue exclusion assay, TUNEL staining and cleaved Caspase-3 IR (Fig. 5L-N) implying that the death was by apoptosis. TUNEL staining was significantly higher with 40 and 60 µM HLM006474 compared to control (Fig. 5N). HLM006474 treatment also induced the cleavage of caspase-3 as shown by cleaved caspase-3 IR, which is a marker of apoptosis (Fig. 5O). This result indicated that the E2f inhibitor induced cell cycle arrest followed by apoptosis, a result that gave support to the hypothesis that increased levels of *E2F*s contributes to the neoplastic phenotype in this *RB1* proficient retinoblastoma model.

Next, we investigated whether the Cdk4/6 blocker Palbociclib interacted with the effect of the E2f inhibitor. Both Palbociclib and HLM006474 by itself induced G1-phase arrest after 10-hour treatment of DMC cells and no additive effects were seen by combining the reagents (Fig. 5P). However, when the treatment was prolonged till 72 h and proliferation/viability was studied, the effect of HLM006474 was larger than that of Palbociclib (Fig. 5Q). A significant increase between 40 and 60 µM HLM006474 but not between 2 and 5 µM Palbociclib was seen (Fig. 5Q), indicating that the effect of Palbociclib was saturated and could not optimally block proliferation, while that of HLM006474 was not saturated at the tested concentrations. When combined, the effect on proliferation/viability was larger with increasing HLM006474 concentrations but not with increasing Palbociclib concentrations (Fig. 5R), supporting the hypothesis that regulation of Rb by Cdk4/6 cannot fully control proliferation and that HLM006474 acts downstream on E2fs in these cells. This is also consistent with that although the combination of HLM006474 and Palbociclib did not have any additive or synergistic effects on DMC cells, HLM006474 had a more potent effect than Palbociclib.

### DMC cells cultured for > 200 days retain the photoreceptor progenitor phenotype

DMC 8, 9 and 10 were sequenced and analysed as acutely established MYCN expressing cells (“young” DMCs). 

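The young lines DMC8, DMC9 and DMC10 were compared with the old lines DMC1, DMC2 and DMC3, all of them lines with unmutated human MYCN. The old lines had spent more than 200 days in culture. Each line gave 1 library, so the lines are the replicates. Between 27611833 and 31232917 reads were recovered from the old lines, with a median of 30853602. The deposited values were handled as described for the young lines, and the contrast of young and old lines was taken from the same limma model of 12 libraries. A positive log2 fold change means higher expression in young lines, as in Fig. 6E.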

We compared the expression profile of “young” DMCs with three established lines DMC 1, 2 and 3 (“old” DMCs), which had been in culture for more than 200 days. The “young” and “old” DMC cells had similar morphologies and grew in suspension in clusters (Fig. 6A). The results from RNA sequencing confirmed the high expression of human MYCN and GFP (Fig. 6B). 

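In the old lines, the normalized count of hMYCN was 273942 ± 34639 (SD, n = 3) and that of GFP 418974 ± 56654. Young lines differed from old lines by -0.37 on the log2 scale for hMYCN (two-sided exact permutation test, p = 0.3) and by -0.35 for GFP (exact permutation p = 0.3), about the size of the SD of the log2 values among young lines (0.35 and 0.38). Without the TMM factors, the difference for hMYCN was -0.46 with no overlap of the groups (exact permutation p = 0.1, the smallest that 3 against 3 allow). Chicken MYCN had 0, 1 and 1 reads in the 3 old lines, a level at which no fold against the young lines beyond a lower bound of 2.11-fold can be given.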

The expression of key components of the cone and rod phototransduction pathways was similar in the “young” and “old” DMCs with expression of all major pathway components (Supplementary Table S6).

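Of the 25 phototransduction genes tested, 12 were DE between old DMC cells and E14 retina, 8 higher and 4 lower, and none was DE between young and old DMC cells, where 6 had an unadjusted p under 0.05. Against E14 retina, the old lines had PDE6G at 6668 ± 2243 normalized counts (SD, n = 3; log2 fold change 5.01, standard error 0.40, limma adjusted p = 3.78e-06), PDE6H at 7691 ± 4539.9 (4.36, standard error 0.59, limma adjusted p = 1.14e-04) and PDE6C at 1245 ± 1054 (6.04, standard error 0.96, limma adjusted p = 3.38e-04). ARR3 was at 1468 ± 461 (3.05, standard error 0.50, limma adjusted p = 4.22e-04), and GUCA1A was at least 210.0-fold higher than in E14 retina. GRK1, at 20.2 ± 7.22, and GRK7, at 24.2 ± 10.2, were lower (-4.23, limma adjusted p = 9.92e-04, and -2.34, adjusted p = 0.00418), GNAT1 was at least 87.1-fold lower, and GNAT2 was lower at 599.5 ± 648 (-3.94, limma adjusted p = 0.0412, up to 0.118 with 1 library left out). CNGB3 (-2.64, limma adjusted p = 0.0733) was called without the TMM factors (adjusted p = 0.0406, 6.04e-04 to 0.0864 over all alternatives). Between old DMC cells and E14 retina as a whole, 6694 genes were DE, 3106 higher and 3588 lower in old DMC cells, and the split moved to 2316 and 4494 without the TMM factors and to 2283 and 4411 in the deposited values at a common column total.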

**Fig. 6:**
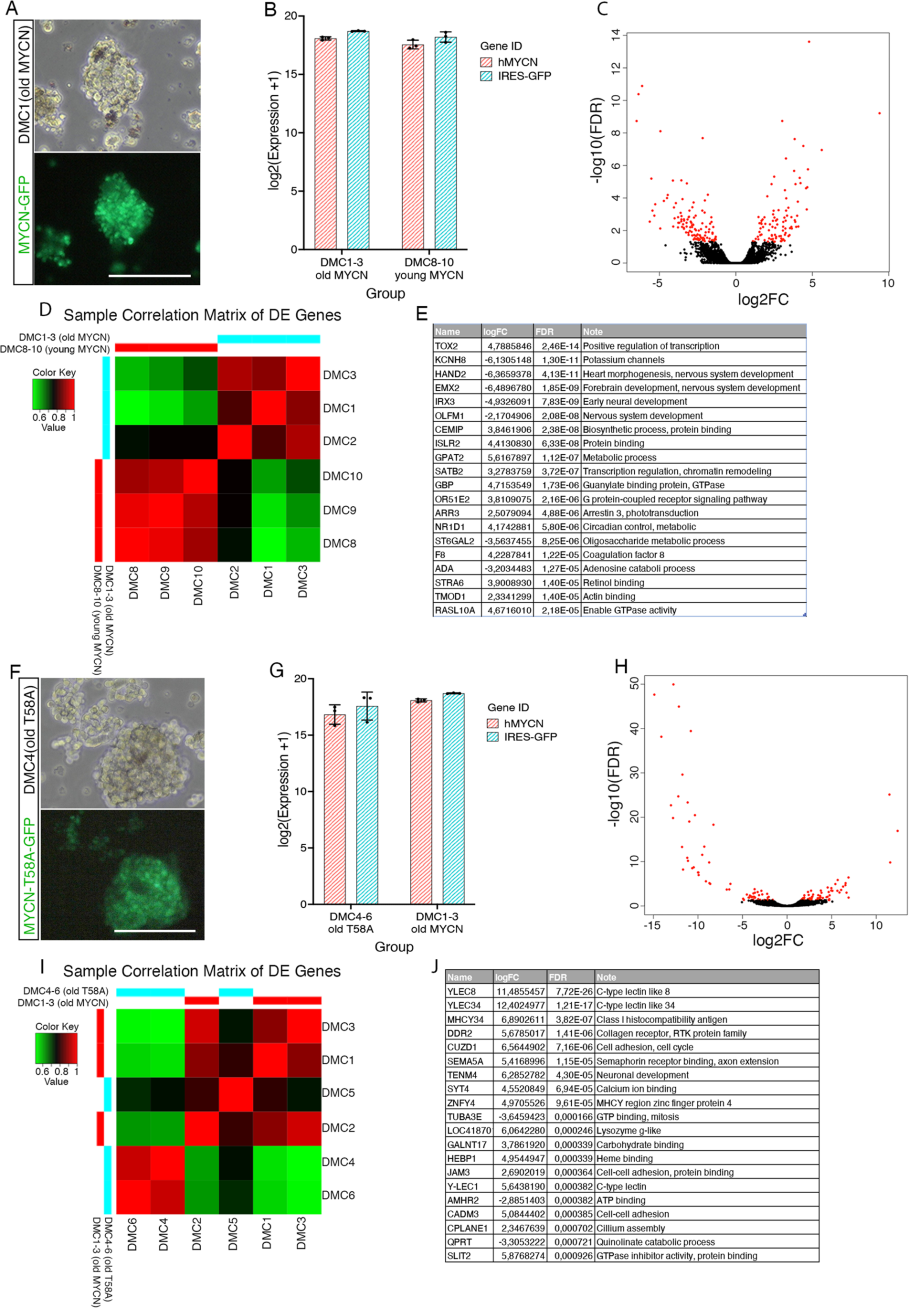
RNA sequencing analyses of old and T58A DMC cell lines. RNA sequencing results from comparisons: DMC8-10 vs. DMC1-3, DMC4-6 vs. DMC1-3. DMC1-3 were with wild type MYCN variants, over 200 days in culture (“old” DMC). DMC4-6 were with MYCN-T58A variants, over 200 days in culture (*MYCN*-T58A DMC). **A** Brightfield and GFP fluorescence micrographs of DMC1 in culture. **B** Expression level of human MYCN (*hMYCN*) and GFP (IRES2-GFP) in DMC1-3 and DMC8-10. **C** Volcano plot of annotated genes in the comparison of DMC8-10 to DMC1-3. Differentially expressed (DE) genes were shown in red (FDR < 0.05, log2FC > 1). **D** Sample correlation matrix based on DE genes of comparison of DMC8-10 to DMC1-3. **E** List of top 20 DE genes according to FDR in the comparison of DMC8-10 to DMC1-3. **F** Brightfield and GFP fluorescence micrographs of DMC4 in culture. **G** Expression level of human MYCN (*hMYCN*) and GFP (IRES2-GFP) in DMC4-6 and DMC1-3. **H** Volcano plot of annotated genes in the comparison of DMC4-6 to DMC1-3. Differentially expressed (DE) genes were shown in red (FDR < 0.05, log2FC > 1). **I** Sample correlation matrix based on DE genes of comparison of DMC4-6 to DMC1-3. **J** List of top 20 DE genes according to FDR in the comparison of DMC4-6 to DMC1-3. FDR; false discovery rate adjusted *p* value, log2FC log2 fold change. Scale bars in **A** and **F** is 300 μm

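Between young and old DMC cells, 30 of the 15284 genes tested were DE, 21 higher and 9 lower in young cells, and 1428 genes had an unadjusted p under 0.05, where chance gives 764.2. The split moved to 11 higher and 11 lower in the deposited values as they stand, and to 23 and 5 with voom weights. The number of DE genes was 44 with a pseudocount of 10, 28 without the TMM factors, 22 in the deposited values as they stand, 19 with at least 50 reads in at least 3 libraries, and 1 when only the 6 libraries of both groups were fitted. That fit has fewer libraries and takes no spread from E14 retina and T58A cells, and which of these lowered the count was not tested. The number of DE genes fell to between 5 (DMC9 left out) and 17 (DMC2 or DMC3 left out) in the 6 fits that each left out 1 library. The largest rises in young cells among genes with a symbol were those of GPAT2, from 2.54 ± 2.02 to 135 ± 35.2 normalized counts (SD, n = 3; log2 fold change 5.38, standard error 0.61, limma adjusted p = 0.00808), TOX2 and RASL10A, and the largest falls those of HAND2, KCNH8 and IRX3.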

Differential gene expression analysis of “young” versus “old” DMCs identified in total only 211 DE genes: 95 upregulated and 116 downregulated (Fig. 6C). 

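Over the 30 DE genes, the Pearson correlation of log2 normalized counts ranged from 0.965 to 0.982 within the groups and from 0.445 to 0.547 between young and old lines. DMC2 had a mean correlation of 0.973 with the other old lines and of 0.451 with the young lines over these genes, which were chosen for a difference between the groups. Over all 15284 genes, the corresponding means were 0.945 and 0.942, and those of DMC1 were 0.933 and 0.920. The ranges over all genes overlap, with 0.924 to 0.967 within and 0.907 to 0.958 between the groups. These correlations are across genes, which are not independent replicates.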

The sample correlation matrix based on DE genes showed that one of the old cells, DMC2 clustered with the group of “young” replicates. 

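In place of GO and KEGG terms, the same 18 gene lists were tested between young and old DMC cells with limma camera. Ribosomal protein genes were higher in young cells (66 of 70 genes, median log2 fold change 0.41, adjusted p = 1.98e-10) and respiratory chain genes lower (66 of 73 genes, median -0.28, adjusted p = 1.38e-07). Both shifts had an adjusted p of 0.479 with fry and of 0.749 with a correlation estimated from the residuals.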

Over-representation and gene GSEA of GO and KEGG pathways did not give any hits. This is consistent with that the “young” and “old” cells are similar and that the cPR lineage phenotype is maintained over extended time in culture (Fig. 6D). 

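Beside those of ribosomal and respiratory genes, the list of Fig. 6E, which the study chose from these libraries, the list of cone genes and that of cone and rod genes together had a camera adjusted p under 0.05 between young and old cells, and the other 13 lists lay between 0.0504 and 0.892. The genes of Fig. 3I drawn without a change were at the lower end of that range (0.0504) and had an adjusted p of 0.0182 with fry. From the few DE genes and the lack of enriched terms, the paper proposes that young and old cells are similar and keep the cone photoreceptor lineage over long culture.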

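In young DMC cells, TOX2 was at 1043 ± 410.1 normalized counts against 34.7 ± 11.4 in old DMC cells (SD, n = 3; log2 fold change 4.85, standard error 0.64, limma adjusted p = 0.0127) and CEMIP at 1735 ± 632 against 106 ± 70.4 (4.16, standard error 0.42, limma adjusted p = 0.00450). RASL10A was at least 20.3-fold higher in young cells. HAND2 was at 9.04 ± 5.79 against 661 ± 441 (-6.03, standard error 0.71, limma adjusted p = 0.00808), KCNH8 at 6.58 ± 3.66 against 427 ± 126 (-5.91, standard error 0.76, limma adjusted p = 0.0115), IRX3 at 14.0 ± 7.28 against 432 ± 175 (-4.91, standard error 0.80, limma adjusted p = 0.0409) and OLFM1 at 4309.5 ± 622 against 18609 ± 4103 (-2.09, standard error 0.30, limma adjusted p = 0.0173). EMX2 differed by -6.77 without overlap of the groups, with a limma adjusted p of 0.0821 and under 0.05 in none of the alternatives. Of the 21 genes of Fig. 6E and the text beside it, 13 were DE, 8 higher and 5 lower in young cells, and 20 had an adjusted p of at most 0.05 when adjusted over the list alone, which is not independent evidence because the study chose them from these libraries (median log2 fold change 2.62, 2.37 with 2 genes at their bounds, camera adjusted p = 6.17e-04). All 13 calls were lost when only the 6 libraries were fitted. CEMIP, HAND2 and GPAT2 were the named genes that stayed DE in all 6 fits with 1 library left out. NR1D1 was at 1684 ± 779 against 1366 ± 377 (0.22, limma adjusted p = 0.923).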

Among the top 20 DE genes, many upregulated genes in the “young” DMC cells were involved in metabolic process or transcription (*TOX2, CEMIP* and *GPAT2*) while the downregulated genes were involved in development or neuron differentiation (*HAND2, EMX2, IRX3* and OLFM1) (Fig. 6E). 

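ARR3 was lower in each old line (1521, 2056 and 1075 reads) than in any young line (9134, 8165 and 7586 reads), a log2 fold change of 2.62 for young against old cells (standard error 0.50, limma adjusted p = 0.0838). It passed the criteria with voom weights alone among the alternatives (adjusted p = 0.0127, 0.0127 to 0.143 over all alternatives). Adjusted over the 25 phototransduction genes alone, 3 genes had an adjusted p of at most 0.05.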

*ARR3*, in the phototransduction pathway was DE and had lower expression level in the “old” DMC cells. 

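The gene listed as STRA6, a receptor for the retinol binding protein, was at 389 ± 36.4 normalized counts in young and 24.8 ± 15.0 in old DMC cells (SD, n = 3; log2 fold change 4.16, standard error 0.71, limma adjusted p = 0.0463). Its adjusted p passed 0.05 in all 6 fits that left out 1 library, up to 0.181, and without the TMM factors (0.0637), with a range of 0.00977 to 0.139 over all alternatives. ABCA4 was at 3927 ± 1278 and 1443 ± 884, with each young line above each old line, and was not DE under any alternative (1.56, standard error 0.63, limma adjusted p = 0.459).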

*STRA1* (receptor for retinol binding protein) and *ABCA4* (retinoid transporter/flipase) were also differentially expressed and had lower expression level in the “old” cells. Moreover, although not statistically supported, there was a trend that other phototransduction genes were less upregulated in the “old” cells than in the “young” DMC cells compared to E14 retina (Supplementary Table S6).

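Of the 25 phototransduction genes tested, 19 were higher in young than in old DMC cells and 6 lower, with a median log2 fold change of 0.45. The contrast of young and old lines tests the difference of their changes against E14 retina directly, and over this list limma camera gave an adjusted p of 0.0106. The value was 0.00346 without the TMM factors and 0.00996 with median-of-ratios factors, but 0.479 with fry and 0.740 with the correlation estimated from the residuals. The 17 cone genes alone had an adjusted p of 0.00739 and the 8 rod genes one of 0.705. By line, the median log2 value of the 25 genes over their E14 mean was 0.51 in DMC10, 0.55 in DMC8 and 0.20 in DMC9, and 0.84 in DMC1, 0.43 in DMC2 and 0 in DMC3, so the lines overlap.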

### Expression profiles of “old” MYCN DMC and MYCN-T58A DMC cells are to a large degree similar

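The lines DMC4, DMC5 and DMC6 carry human MYCN with the T58A change and, like the old lines, had been in culture for more than 200 days. The recovered reads were 20984957 in DMC4, 25356845 in DMC5 and 22199683 in DMC6. In the deposited table, the column of DMC6 is named for the medium DMEM and those of DMC4 and DMC5 for RPMI, and no medium was used as a term in the model. The T58A and old lines were compared within the limma model of 12 libraries, with positive log2 fold changes for higher expression in T58A lines.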

The “old” DMC cells, *MYCN*, (DMC 1–3 > 200 days in culture), and *MYCN-*T58A cells, (DMC4-6, > 200 days in culture) were compared. *MYCN-*T58A is *MYCN* with the oncogenic mutation in T58 that increases the stability of the Myc protein and produces robust tumour growth. The “old” DMC and the *MYCN*-T58A DMC cells had similar morphology, grew in suspension in clusters and expressed GFP (Fig. 6F). 

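In the T58A lines, the normalized count of hMYCN was 152839 ± 78877 (SD, n = 3), and that of GFP was 238940.0 ± 121837. hMYCN was at 196369.7 in DMC4, 61789 in DMC5 and 200359.6 in DMC6, each below the 3 old lines, the lowest of which was DMC1 at 249884. The difference from the old lines was -1.02 on the log2 scale for hMYCN and -0.98 for GFP (two-sided exact permutation test, p = 0.1 for both, the smallest that 3 lines against 3 allow), about the size of the SD of the log2 values among T58A lines (0.97 and 0.95). For hMYCN it was -0.91 without the TMM factors and -1.25 in the deposited values. Chicken MYCN had 318 reads in DMC4, 213 in DMC6 and 0 in DMC5.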

The results from RNA sequencing confirmed equally high expression of hMYCN and GFP in the ”old” DMC and the *MYCN*-T58A cells (Fig. 6G). 

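Between T58A DMC cells and E14 retina, 12 of the 25 phototransduction genes tested were DE, 4 higher and 8 lower. PDE6H, at 6761 ± 1623 normalized counts (SD, n = 3; log2 fold change 4.32, standard error 0.59, limma adjusted p = 1.17e-04), PDE6G, at 3924 ± 2354 (4.14, standard error 0.40, limma adjusted p = 1.21e-05), and PDE6C, at 391 ± 325 (4.38, standard error 0.96, limma adjusted p = 0.00258), were higher than in E14 retina. PDE6C lost its call with voom weights, and that of GUCA1A (at least 19.8-fold higher) was lost in 5 of the 6 fits that left out 1 library and under 4 other alternatives. ARR3 (0.18, limma adjusted p = 0.779) and PDE6B (1.44, adjusted p = 0.153) were not DE, although PDE6B was called without DMC4. GNAT2 was at 175 ± 280.3 (-7.70, standard error 1.47, limma adjusted p = 0.00113), with 1 read in DMC4, 22 in DMC6 and 417 in DMC5. GRK1, GRK7, CNGB3, RD3, RGS9 and NCALD were lower than in E14 retina as well, with log2 fold changes of -6.39, -2.14, -4.12, -2.69, -1.13 and -2.31, and GNAT1, at 0 reads in all T58A lines, was at least 71.5-fold lower. None of the 25 genes was DE between T58A and old lines, where 12 had an unadjusted p under 0.05 and 23 were lower in T58A lines (median log2 fold change -1.48, -1.57 with 1 gene at its bound). As a list they had a camera adjusted p of 3.28e-05, of 0.0357 with fry and of 0.366 with the correlation estimated from the residuals, and 5 genes passed 0.05 when adjusted over the list alone. The median log2 value over E14 retina was -0.57 in DMC6, -0.99 in DMC4 and 0.14 in DMC5. Without DMC5, ARR3, PDE6B, RD3, GUCA1B, GUCA1C, GNGT2, GNB3, CNGB3, GNAT2, OPN1LW and GRK1 were called between T58A and old lines.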

The expression of key components of the cone and rod phototransduction pathways in the *MYCN*-T58A cells was very similar to both the “young” and “old” DMCs with expression of all major phototransduction pathway components, although at different levels (Supplementary Table S7).

Analysis of differential gene expression identified 136 DE genes, 69 upregulated and 67 downregulated in *MYCN*-T58A (Fig. 6H). 

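Between T58A and old DMC cells, 6 of the 15284 genes tested were DE, 5 higher and 1 lower in T58A cells, although 3016 genes had an unadjusted p under 0.05, where chance gives 764.2. The deposited values as they stand gave 105 DE genes, 11 higher and 94 lower, with the median log2 fold change of all genes at -0.31 in place of -0.045. At a common column total the deposited values gave 8 DE genes, and without the TMM factors there were 6. When only the 6 libraries of both groups were fitted, 35 genes were DE. The result rests on single lines. Without DMC5, 2620 genes were DE (1193 higher and 1427 lower), without DMC6 29 and without DMC4 10, and without DMC1, DMC2 or DMC3 there were 1, 0 and 1 (without DMC2, 2674 genes had an unadjusted p under 0.05). Between T58A DMC cells and E14 retina, 6794 genes were DE, 2999 higher and 3795 lower in T58A cells, and the split moved to 2424 and 4349 without the TMM factors and to 2076 and 4694 in the deposited values as they stand.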

The sample correlation matrix shows large overlap among the samples suggesting overall similarity of expression profile of the samples which is also reflected in small number of differentially expressed genes within groups but also between the T58A DMC4-6 and “old” DMC1-3 (Fig. 6I). 

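Over all 15284 genes, Pearson correlations of log2 normalized counts were 0.881 to 0.966 within the T58A and old groups and 0.856 to 0.958 between them. DMC5 correlated with the old lines at 0.924 to 0.958, with the young lines at 0.934 to 0.941 and with DMC4 and DMC6 at 0.881 to 0.896, while DMC4 and DMC6 correlated with each other at 0.923 and with the old lines at 0.856 to 0.883 and 0.880 to 0.904. Over the 6 DE genes, which separate the groups by their choice, the range was 0.868 to 1.000 within and -0.889 to -0.677 between the groups.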

Among the top 20 DE genes, genes including *HINTW* located on the female W sex determining chromosome stood out. 

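HINTW (ENSGALG00000035998), which lies on chromosome W, had 17170, 21143 and 38062 recovered reads in DMC1, DMC2 and DMC3, and 0 in DMC4, 12 in DMC5 and 0 in DMC6. In the other libraries it had 17327 reads in DMC10, 15587 in E14 replicate 3 and 0 in DMC8, DMC9 and the other two E14 replicates. The log2 fold change between T58A and old lines was -13.16 (standard error 4.00, limma adjusted p = 0.129), because the model of 12 libraries takes its spread from young and E14 groups that hold libraries with and without HINTW reads. With the 6 libraries of T58A and old lines fitted alone, the adjusted p was 0.00914 (0.00914 to 0.155 over all alternatives). Of 25 tested genes that the RefSeq annotation of GRCg7b places on chromosome W, 25, 24 and 25 had at least 10 reads in DMC1, DMC2 and DMC3, and 2, 3 and 1 did in DMC4, DMC5 and DMC6.

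**Figure D2:**
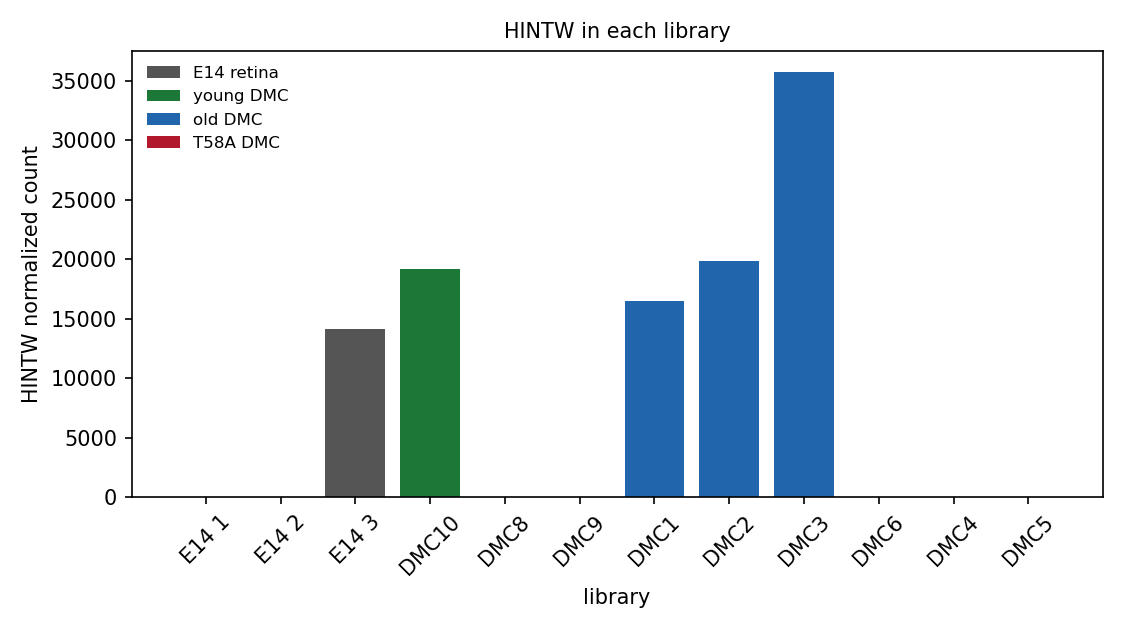
Normalized count of HINTW in each of the 12 libraries, coloured by group. The bars stand for single libraries. E14 replicate 3, DMC10 and the 3 old lines have counts from 14172 to 35726, and the other libraries have 14.3 in DMC5 or 0.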

The genes have sex-specific expression and were removed from the analysis. 

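In the model of all 12 libraries, 24 of the 25 genes on chromosome W were lower in T58A lines, 0 were DE and 24 had an unadjusted p under 0.05, and leaving them out kept the count of DE genes at 6. In the fit of the 6 T58A and old libraries alone, 22 of the 35 DE genes lie on chromosome W, and 9 genes were DE once the 25 genes were left out, 3 higher and 6 lower in T58A lines. Both of these settings were chosen after the data had been seen. Genes on chromosome Z, of which 577 were tested, were not removed.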

The top 20 genes without W-chromosome- and uncharacterized genes are shown in Fig. 6J. 

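The 3 DE genes with a symbol were YLEC8 and Y-LEC1, which were higher in T58A than in old lines, and CCDC27, which was lower. YLEC8 had 1001, 785 and 1555 reads in DMC4, DMC5 and DMC6 and 0, 0 and 1 in DMC1, DMC2 and DMC3, at least 451-fold more (limma adjusted p = 0.0431), and it also had 148 reads in DMC8 and 47 in DMC9. Y-LEC1, a gene of the same family, was at least 16.4-fold higher (limma adjusted p = 0.0231), and reads of such paralogs could have been split between them by the authors' counting. CCDC27 was at 11.7 ± 8.80 normalized counts against 132 ± 13.4 (SD, n = 3; log2 fold change -3.62, standard error 0.49, limma adjusted p = 0.0352). The call of YLEC8 was lost in 5, that of Y-LEC1 in 2 and that of CCDC27 in 3 of the 6 fits that left out 1 library, with adjusted p up to 0.118, 0.102 and 0.115. The table holds 18 of the 20 names of Fig. 6J and the text, in 20 entries, and 2 of these were DE in the model of 12 libraries, YLEC8 and Y-LEC1. Adjusted over the list alone, 18 had an adjusted p of at most 0.05, but the study chose the list from these libraries. The median log2 fold change of the list was 3.799 (16 of 20 higher, camera adjusted p = 1.0e-06, fry 0.00429, correlation estimated from the residuals 0.143). Several of the genes were high in DMC4 and DMC6 and not in DMC5. CUZD1 had 5653 reads in DMC4, 9991 in DMC6 and 139 in DMC5, against 25, 116 and 127 in the old lines, and TENM4 had 3615, 4507 and 25 reads in the same order of T58A lines, against 21, 47 and 49. SYT4 (3.56, standard error 0.94, limma adjusted p = 0.109) and SLIT2 (4.14, standard error 1.29, limma adjusted p = 0.135) followed the same pattern. Without DMC5, each of the 13 names of Fig. 6J that were tested and not DE passed the criteria. JAM3 (2.27, standard error 0.36, limma adjusted p = 0.0679), QPRT (-3.197, standard error 0.64, limma adjusted p = 0.0762) and AMHR2 (-2.79, standard error 0.55, limma adjusted p = 0.0762) differed in the same direction in all 3 T58A lines and were also called in the deposited values as they stand.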

No enriched GO or KEGG pathways were identified in the data with comparison to the *MYCN* cells indicating that the T58A cells are relatively similar to both the “young” and the “old” DMC MYCN expressing cells.

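Tested between T58A and old DMC cells with limma camera, the cell cycle markers of Fig. 3C (21 of 22 genes lower, median log2 fold change -0.64, adjusted p = 0.00469), the replication factors (24 of 26 lower, median -0.51, adjusted p = 0.00469) and the respiratory chain genes (64 of 73 lower, median -0.48, adjusted p = 9.97e-08) shifted down. The 5 tested genes of Fig. 3I drawn as downregulated in young cells shifted up (median 0.70, adjusted p = 0.0186). None of these 4 shifts had an adjusted p under 0.05 with fry (0.297, 0.353, 0.135 and 0.0888) or with a correlation estimated from the residuals. Ribosomal protein genes did not shift (37 of 70 lower, median -0.023, or 24 of 70 lower and 0.085 without the TMM factors, adjusted p = 0.817). In the deposited values as they stand, 60 of these 70 genes were lower, with a median of -0.28, where the median of all genes was -0.31. The median of the respiratory chain genes over E14 retina was 0.82 in DMC4 and 0.78 in DMC6, below each old line (lowest 1.43 in DMC2), and 1.57 in DMC5, within the range of the old lines. The medians of DMC4 and DMC6 were also below those of each old line for the cell cycle markers (1.59 and 2.33, lowest old line 2.48) and the replication factors (0.081 and 0.49, lowest old line 1.07), whereas those of DMC5 (3.48 and 2.05) were above each old line (highest 3.32 and 1.99 in DMC3). From the lack of enriched terms, the paper proposes that T58A cells are relatively similar to young and old DMC cells.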

## Discussion

In this work, we have studied in vivo-induced retinoblastoma tumour cell lines with over-expression of *MYCN*. The tumours were generated in normal chicken embryonic retina and represent an early established type of *RB1* proficient *MYCN*^A^ retinoblastoma cancer [7]. The expression profiles show that the tumour cells have a clear cPR signature together with a wide spectrum of *MYCN*-induced genes. This profile is consistent with an origin of the tumour in the cPR lineage, which is similar to the cell-of-origin for the *RB1*-deficient cancers [15]. The profile revealed that the expression of several of the activating *E2F* gene family members were upregulated. The activity of E2fs is directly regulated by the Rb protein and in spite of *RB1* proficiency our results suggest that the increased levels of E2f contribute to a dysfunctional cell cycle regulation and hence to the cancer phenotype. Our results also suggest that the cells are to some degree resistant to p53 activation. Such resistance is also consistent with the properties and cellular origin of a cell in the cPR lineage.

The cell lines were established directly after the initial signs of tumour formation in the E14 embryonic retina and thus represents an early pristine form of this type of retinoblastoma. Previous research has suggested the existence of two types of retinoblastomas based on their genetics and pathology. Type 1 tumours harbour few genetic alterations other than the initiating *RB1*-inactivating mutations and corresponds to differentiated tumours expressing mature cone markers. By contrast, type 2 tumours harbour frequently recurrent genetic alterations including *MYCN*-amplifications. They express markers of less differentiated cones together with other neuronal and ganglion cell markers, with marked tumour heterogeneity. The undifferentiated phenotype in type 2 is associated with stemness features including low immune and interferon response, *E2F* and *MYCN* activation and a high propensity for metastasis [5]. The tumour cells established in this work represent a tumour with *MYCN* over-expression but without *RB1* inactivation or other genetic lesions. The phenotype is anaplastic and aggressive as shown by optic nerve infiltration and extraocular growth [7]. The clear cPR signature of phototransduction gene expression is accompanied with genes for cPR progenitors such as *RXRG* and *THRB*, indicative of progenitors or immature cPRs reflecting the corresponding early events during carcinogenesis. The majority of the top enriched, down regulated GO terms are related to neuronal development. None of the DMC cells display any overt ganglion cell markers as several of the type 2 cancers do [5], or that is seen in tumours after MYCN expression in foetal human retina transduced in vitro and xenografted to mice [8]. This may be due to the pristine state of the chicken “young” DMC cells taken only a day after tumour formation and few days in culture. The cells have then not been under influence of *MYCN* for the extended period after transformation which is the case for patient-derived or xenografted experimental tumours. The “old” DMC cells that had been in culture for more than 200 days and the “young” DMC cells were very similar with relatively few DE genes and without any significant enriched GO-terms or pathways. However, when looking at individual DE genes, a trend with lower expression of cPR genes such as *ARR3, RXRG, THRB* as well as several phototransduction genes, was seen in the “old” (MYCN and T58A) cells. This would suggest that prolonged actions of *MYCN* in the tumour cells may facilitate dedifferentiation of the original cPR phenotype. Genes related to early retinal development, such as *IRX3*, was also higher in the “old” cells. Species differences may also contribute to the differences and the stage of cPR development in relation to the effective time of transformation. The chicken retina develops fast and cPR are early formed which may render a relatively advanced stage of cPR at transformation.

The DMC cells can be established with high frequency (100% of successful *in ovo* electroporations) from dissected embryonic retinal tumours and the *MYCN* tumour cells grow in suspension with concomitant cell death similar to patient derived *MYCN*-retinoblastoma lines [36, 42]. The transcriptional profile of the chicken tumour cells has a clear cone photoreceptor signature in addition to broader signatures with increased biosynthesis and cell cycle regulation while that of neuronal development, differentiation and signalling is decreased, compared to E14 retina. Such effects on the expression profile can be expected from the impact of *MYCN* over-expression. *MYC* family members are known to drive proliferation and stem cell-ness at the expense of a differentiated cell phenotype with upregulation of cell cycle regulators such as CDKs and E2fs [21]. Upregulation of these genes has also been found in different retinoblastoma cell lines [53]. While the *E2F* family members were upregulated, the *RB1* expression was not changed in the DMC-cells and we confirmed presence of Rb-protein using immunocytochemistry for Rb IR as well as for phospho-S608-Rb. Phosphorylation of Rb on S608 was blocked by the Cdk4/6 inhibitor Palbociclib (Fig. 1). Furthermore, Palbociclib had a significant but limited effect on proliferation and the cell cycle of DMC cells, leading to more cells in G1-phase, which is significative for increased number of cells in G1-arrest as a result of reduced phosphorylation of Rb. Such effects corroborate that the DMC cells have functional Rb protein, which is phosphorylated by Cdk4/6 and that the cells in fact are *RB1* proficient. *RB1* mutations and gene loss have been shown to induce resistance to Palbociclib in breast cancer cells [54]. DMC cells do not display resistance to Palbociclib, which support that the DMC cells are *RB1* proficient.

Upon phosphorylation of Rb, E2f1 is disinhibited and promotes transcription of factors that transit cells into S-phase. As long as Rb is unphosphorylated and the pool of Rb is sufficient to inhibit the E2fs, the cell cycle will be regulated. With a large pool of E2fs, as seen in the DMC-tumour cells, Rb will not be able to fully inhibit E2f in the cell, leading to uncontrolled proliferation. A block downstream of E2f will, however, reduce proliferation and we showed that HLM006474 led to decreased proliferation and increased G1-phase arrest. Addition of increasing concentrations of Palbociclib with HLM006474 did not increase the effect while when increasing the concentration of HLM006474 the inhibitory effects were significantly higher. Interestingly, prolonged treatment with HLM006474 induced cell cycle arrest and cell death (Fig. 5L-M), which is consistent with that E2fs and not Rb constitutes the rate limiting step in the regulatory pathway of the DMC cells.

As already introduced, the tumour cells are derived from a retinal progenitor that do not exhibit the extent of developmental cell death as seen in other retinal cell types [13, 14], it withstands DNA-damage and escapes cell cycle arrest and apoptosis [16–19]. Such resistance against p53-induced death was suggested to be a result of insensitivity to modulation of the p53 activity by the MDM2 inhibitor Nutlin-3a, the p53 coactivator Zac1 and p53 inhibitor pifithrin-a [17, 19]. Insensitivity to Nutlin-3a and pifithrin-a was replicated in the DMC cells implying that such p53 resistance is remaining after transformation (Fig. 4). Furthermore, an aberrant p53 pathway regulation was identified as top-ranked in the enriched activated pathways (Fig. 3I) and together this implies that p53 is dysregulated, which may contribute to the tumorigenic phenotype. An intrinsic p53 insensitivity, rather than effects of *TP53* mutations, is consistent with that silencing mutations in *TP53* are seldom found in retinoblastoma [55]. Altered p53 functions in these cells is also consistent with the absence of upregulation of *CDKN1A* mRNA after Nutlin-3a or pifithrin-a treatments (Fig. 4I). However, the intrinsic p53 insensitivity seams not to give cells resistance to apoptosis as shown by *CDKN1A* upregulation, cell cycle arrest and extensive apoptosis after treatment with HLM006474 (Fig. 5M and N). It is not clear where in the regulatory pathways the insensititvity resides. We do not find upregulation of *MDM2* mRNA but robust expression of *CDKN2A*. Human cPR precursors express high levels of *MDM2* and patient-derived retinoblastoma cells require functional *MDM2* for survival which also suppresses *CDKN2A*/p14ARF-induced apoptosis in cultured human retinoblastoma cells [15]. Furthermore, there is an extensive literature on blocking Mdm2 and its effects on retinoblastoma (reviewed in Laurie et al. 2007) [56]. *MDM2* has been shown to promote proliferation in both neuroblastoma and retinoblastoma cells through p53-independent regulation of *MYCN* [57, 58]. High transgene *hMYCN* expression is likely making this pathway redundant. Noteworthy, we see *CDKN1A* upregulation after blocking E2f, which also is consistent with a potential p53-independent regulatory pathway (Fig. 5F).

In conclusion, the results from this work implies that *MYCN*-induced E2f-expression, contributes to a dysfunctional cell cycle regulation. In spite of *RB1*-proficiency, the increased levels of E2f cause a cancer phenotype that resembles that of a *RB1*-deficient retinoblastoma. The expression profiles show that these tumour cells have a clear cone photoreceptor signature together with a wide spectrum of MYCN-induced genes. Such profile is consistent with an origin of the tumour in the cone progenitor lineage and is similar to the cell-of-origin for *RB1*-deficient retinoblastomas. Our results also suggest that the cells are to some degree insensitive to p53 activation, which is consistent with the properties and cellular origin of a cell in the cone progenitor lineage. The results, based on the chicken as a model show that the mechanism for retinoblastoma is among several evolutionary conserved pathogenetic mechanisms for human disease [59]. The implications of these results are that targeting the Cdk4/6 - E2f signalling pathway may be a relevant and complementary regime for retinoblastoma with *MYCN*^*A*^s. In *RB1* proficient tumours with elevated *E2F* expression, it may not be sufficient to target Cdk4/6 with Palbociclib but also target the E2fs. *MYCN* mutations is a known aggravating factor in paediatric cancers and defines severe subtypes of medulloblastoma and neuroblastoma. *MYCN* is therefore an attractive drug target, however, direct targeting of MYCN has proven difficult [60]. Targeting key *MYCN* down-stream effectors such as elevated E2fs may be a feasible way to treat those cancers including retinoblastoma with *MYCN*^*A*^.

## Supplementary information

Below is the link to the electronic supplementary material.

ESM 1

ESM 2

ESM 3

ESM 4

ESM 5

ESM 6

ESM 7

ESM 8

ESM 9

ESM 10

## Data Availability

All data generated or analysed during this study are included in the published article and its Supplementary information files. Raw data is available under accession GSE226458 in the NCBI GEO data repository or from the corresponding author upon reasonable request.

# Supplementary material for: Inhibition of high level E2F in a RB1 proficient MYCN overexpressing chicken retinoblastoma model normalizes neoplastic behaviour
**Source:** Cell Oncol (Dordr). 2023 Aug 22;47(1):209–27. doi: 10.1007/s13402-023-00863-0

## Supplementary figure S1

*Cellular Oncology*

### **Inhibition of high level *E2F* in a *RB1* proficient *MYCN* overexpressing retinoblastoma model normalizes neoplastic behaviour**

Hanzhao Zhang (1), Dardan Konjusha (1), Nima Rafati (2,3), Tatsiana Tararuk (1) and Finn Hallböök (1)\*

Rudbeck laboratory, Uppsala University

751 85 Uppsala Sweden

**Fig. S1.** Gene set enrichment analysis (GSEA) of GO terms of comparison between DMC and E14 retina

**(A-B)** Top 10 downregulated and upregulated GO terms in cellular components (CC) from GSEA.

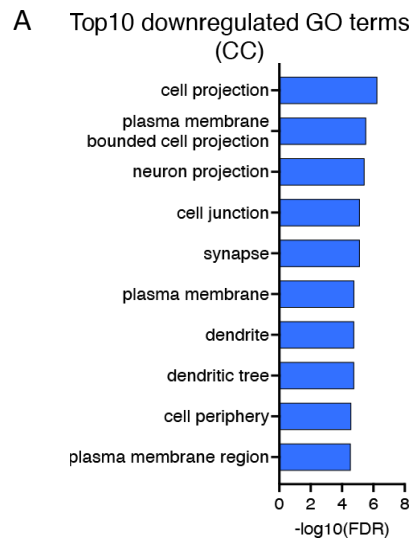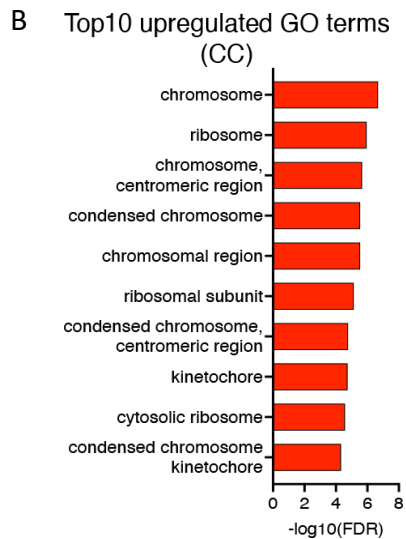

**Supplement:** Supplementary file 1

# Supplementary material for: Inhibition of high level E2F in a RB1 proficient MYCN overexpressing chicken retinoblastoma model normalizes neoplastic behaviour
**Source:** Cell Oncol (Dordr). 2023 Aug 22;47(1):209–27. doi: 10.1007/s13402-023-00863-0
**Supplement:** Supplementary file 4

**Supplementary Table S1:** List of antibodies used in this study

*Cellular Oncology*

**Inhibition of high level *E2F* in a *RB1* proficient *MYCN* overexpressing chicken retinoblastoma model normalizes neoplastic behaviour**

Hanzhao Zhang (1), Dardan Konjusha (1), Nima Rafati (2,3), Tatsiana Tararuk (1) and Finn Hallböök (1)\*

Rudbeck laboratory, Uppsala University

751 85 Uppsala Sweden

**Supplementary Table S1:** List of antibodies used in this study

| <b>Antibody</b>   | <b>Host</b> | <b>Dilution</b> | <b>Company</b> | <b>Catalogue number</b> |
|-------------------|-------------|-----------------|----------------|-------------------------|
| Human MYCN        | mouse       | 1:250           | Abcam          | ab16898                 |
| Actin             | rabbit      | 1:3000          | SigmaAldrich   | A2066                   |
| Rb                | rabbit      | 1:1000          | Abcam          | ab39690                 |
| Rb (P-ser608)     | rabbit      | 1:1000          | Abcam          | ab60025                 |
| Visinin           | mouse       | 1:1000          | DSHB*          | 7G4                     |
| Cleaved Caspase-3 | rabbit      | 1:1000          | Cell Signaling | 9661                    |
| E2F1**            | rabbit      | 1:500           | LSBio          | LS-C102852              |
| E2F1**            | mouse       | 1:500           | Santa Cruz     | sc-251                  |

\*DSHB: Developmental Studies Hybridoma Bank

\*\* : Antibody not working

# Supplementary material for: Inhibition of high level E2F in a RB1 proficient MYCN overexpressing chicken retinoblastoma model normalizes neoplastic behaviour
**Source:** Cell Oncol (Dordr). 2023 Aug 22;47(1):209–27. doi: 10.1007/s13402-023-00863-0
**Supplement:** Supplementary file 5

**Supplementary Table S2:** List of primers for qRT-PCR

*Cellular Oncology*

**Inhibition of high level *E2F* expression in a *RB1* proficient *MYCN* overexpressing retinoblastoma model normalizes the neoplastic behaviour**

Hanzhao Zhang (1), Dardan Konjusha (1), Nima Rafati (2,3), Tatsiana Tararuk (1) and Finn Hallböök (1)\*

Rudbeck laboratory, Uppsala University

751 85 Uppsala Sweden

**Supplementary Table S2:** List of primers for qRT-PCR

| Gene           | Forward 5'-3'           | Reverse 5'-3'          | Source         |
|----------------|-------------------------|------------------------|----------------|
| $\beta$ -actin | aggatcatcaccattggcaatg  | ccaagaaagatggctggaa    | PMID:25483080  |
| GAPDH          | cctgacctgccgtctagaaaaa  | tgtcgctgttgaagtcagagga |                |
| p21            | caatgccgagtctgtagtccc   | cttcagtcctcctcagtcctt  |                |
| TBP            | tagcccgatgatgccgtat     | gttcctgtgtcgcttgc      | PMID:25483080  |
| MYCN (Human)   | ttgtacaaaaagcaggctccg   | agcgagtcaaactcgaggtctg | from vector    |
| E2F3           | agaaagcggatcaatcagtacct | tggacttcgtagtcagctct   | PMID:34062439  |
| PRDM13         | accaagaaaaaggtgcgga     | tatccactcaaagcggagc    | XM_015289038.1 |
| Ki67           | tggtgattgttacctcagcct   | gtggcgagtttccaaatgg    |                |
| RB1            | aacagcgagagccacgtaaa    | tattgcctccatctgcctc    |                |

How the deposited data were processed for this re-analysis (not part of the article)

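The deposited table holds 12 RNA sequencing libraries, 3 each of E14 retina, young DMC, old DMC and MYCN-T58A DMC cells, 1 library per retina or line. Its values are signal values made by the authors, who trimmed and aligned the read pairs with nf-core/rnaseq, counted properly aligned pairs per gene with featureCounts, computed TMM factors and divided the gene counts by them before they deposited the table. The table lists 10739 genes as uncharacterised and 2940 genes at 0 in every library. Each value above 0 was checked to be a whole number divided by 1 of 12 constants, and the constant was checked to follow from that of the neighbouring column in 174862 of 174862 pairs of neighbouring values, so that the constants run across the libraries of a gene and on to the next gene. TMM factors computed from the recovered whole numbers matched the constants 1 by 1, which gave each library its own factor, and 17190 values had been divided by it. Reads were recovered by multiplying each value by its constant, a step that returned 100% of simulated values. The deposited values are not whole numbers and were treated as signal, and no count test was run on them or on the recovered reads.

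Normalized counts are recovered reads divided by the product of library total and own TMM factor and multiplied by the mean of that product over the 12 libraries. Genes with at least 10 recovered reads in at least 3 libraries were kept, 15284 in all, with hMYCN and GFP among them. Symbols missing from the table were taken from the RefSeq annotation of GRCg7b by Entrez identifier (14940 of 15416 identifiers matched, 1204 names added), as were assignments to chromosomes W and Z. The log2 of the normalized count plus a pseudocount of 1 was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend) over all 12 libraries in 4 groups. The criteria for DE genes are those of the paper, and p values were adjusted by the Benjamini-Hochberg method over the genes kept. The authors' pairwise exact test in edgeR was not run and is not among the alternatives below. Reads were recovered and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. In data simulated on the recovered reads, 200 of 15284 genes were changed in each of 3 draws, 60.8% of the changed genes and 78.3% of those changed by 3 on the log2 scale were called, all with the right sign, with at most 5 false calls per draw and 0 calls when no gene was changed. Only genes of higher expression were changed, and the true library sizes were used for scaling. The draws therefore test neither the scaling nor a contrast with as many changed genes as those with E14 retina.

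Gene lists were tested with limma camera at an inter-gene correlation of 0.01 and adjusted over 18 lists within each of 5 contrasts, those of young, old and T58A DMC cells with E14 retina and of young and T58A with old DMC cells. They hold the cone genes, the rod genes and both together (Supplementary Table S4), the photoreceptor transcription factors of Fig. 3A, the markers of Fig. 3B and 3C, the Myc-regulated genes (Supplementary Table S5), the E2F and RB family, the p53 genes of the text and the 3 classes of Fig. 3I, the genes of Fig. 6E and of Fig. 6J, the transgenes with MYCN and MYC, replication factors, ribosomal proteins and respiratory chain genes. The genes of Fig. 6E and Fig. 6J were also tested in young DMC cells against E14 retina, where their adjusted p were 0.292 and 0.965. In counts simulated independently for each gene with none changed, 6 of 200 lists of random genes had an unadjusted camera p under 0.05. Genes simulated in this way are not correlated, so the result does not test the preset correlation of 0.01. Genes named in the text are those the paper names, the largest 3 rises and 3 falls with a symbol, transgenes left out, among DE genes whose groups do not overlap, and chicken MYCN, E2F4, E2F5, E2F7, RBL1 and RBL2. That rule was, like the tests, the gene lists and the alternatives, fixed before the data were examined. Transgene levels were compared by exact permutation of the libraries, and correlations between libraries were described without a test.

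The alternatives were other scalings (the deposited values as they stand, the same at a common column total, recovered reads per library total without TMM factors, and median-of-ratios size factors), pseudocounts of 0.1 and 10, no filter beyond 1 read, a filter of at least 50 reads in at least 3 libraries, voom weights, fits of the 6 libraries compared, fits without each library in turn, library totals without the transgenes, fry, camera with an estimated correlation, Spearman correlation, and correlation over all genes. Leaving out the genes on chromosome W was added after the data had been seen. No sample was left out of the main comparisons, and sequence quality scores, GO and KEGG terms were not analysed here.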

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

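All tests of explanations in this part were chosen after the result was seen, apart from the counts of other splits of the young and old libraries.

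The phototransduction genes changed differently against E14 retina in young and in old DMC cells, by a direct test of the difference (adjusted p = 0.0106, 19 of 25 genes higher in young cells, median log2 difference 0.45). The TMM factors are argued against as the whole cause, since they shift young against old cells by 0.0839 on the log2 scale and the median was 0.37 without them. Recovered reads of the 6 libraries lie between 23401769 and 35088450, and depth was not tested as a cause. Shared deviations of single libraries cannot be told apart from a difference between young and old cells: with the correlation estimated from the residuals the adjusted p was 0.740, and the medians of the lines over E14 retina overlap. Of the 10 splits of the 6 libraries, 3 gave a camera p as small, the real split included, and 10 splits cannot give a share under 0.1. Time in culture, which the design names, stays open as well and may account for part of the difference, which was not tested apart from the lines. The sex of the embryos is unbalanced between the groups and stays open too. HINTW had at least 17170 reads in each old line and 17327 in DMC10, but 0 in DMC8 and DMC9.

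The same genes differed between T58A and old DMC cells (adjusted p = 3.28e-05, 23 of 25 genes lower in T58A cells, median log2 difference -1.48). The TMM factors, with a shift of -0.107, are argued against as the whole cause by a median of -1.37 without them. With the correlation estimated from the residuals, the adjusted p was 0.366, so deviations shared by the genes within single libraries cannot be told apart from a group difference. DMC5, at a median of 0.14 over E14 retina, lies within the range of the old lines (0 to 0.84), whereas DMC4 and DMC6, at -0.99 and -0.57, lie below it. The real split of the 6 libraries gave the smallest camera p, 1 of 10 splits, the lowest share that 10 splits allow. The T58A change of MYCN and the sex of the embryos are confounded in these lines and stay open.

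Chicken MYCN, which the paper's results text does not name apart from the transgene, had normalized counts of 354 in DMC4 and 245 in DMC6, above the old lines (at most 1 read each), while DMC5 had 0 reads. The counts amount to 47.7% and 32.9% of the E14 mean. Reads of the human transgene that were assigned to the chicken gene are argued against by the highest count among old lines, 1 read, although the old lines have more hMYCN than DMC4 and DMC6. Retinal cells among the T58A cells are argued against by 50 genes abundant in E14 retina, whose median stood at 0.350% of the E14 level in DMC6, the higher of the medians of DMC4 and DMC6. Single genes among the 50 reached 50.0% in DMC6 and 103% in DMC4. What raises the chicken gene in DMC4 and DMC6 stays open. Variants of the lines against the reference and read sequences were not analysed here.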

How the results depend on the processing

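The counts of DE genes without chromosome W were chosen after the data had been seen, and the tests in this part were otherwise set earlier. No paired analysis was possible because the replicate numbers do not join libraries of different groups.

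The number of DE genes against E14 retina stayed within 1.5 times its value under each alternative, from 5677 to 7651 for young, 5756 to 7328 for old and 5842 to 7537 for T58A DMC cells, and from 5829 to 6398, 5841 to 6649 and 5962 to 7082 in the fits that each left out 1 library. Of the 6649 genes, 5712 were also DE without the TMM factors. In none of the other 9 splits of the 6 libraries of each of these comparisons was a gene DE, so that 1 of 10 splits gave as many in each comparison, the lowest share that 10 splits allow.

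Between young and old DMC cells, 30 genes were DE, against 19 with at least 50 reads in at least 3 libraries, a filter that tests fewer genes, and 1 in the fit of the 6 libraries alone, which has fewer samples and takes no spread from the other groups. The 6 fits that each left out 1 library gave from 5 (without DMC9) to 17 (without DMC2 or DMC3), and the remaining alternatives gave from 20 to 44. Of the 10 splits, 1 gave as many DE genes, the real split, and the others gave 2 at most.

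Between T58A and old DMC cells, 6 genes were DE, against 105 in the deposited values as they stand, 13 with a pseudocount of 10, 10 with no filter beyond 1 read and 35 in the fit of the 6 libraries alone. Of the 105, 6 are among those of the main count, and the cause of the higher counts was not tested, apart from chromosome W: 22 of the 35 genes lie on it and 9 were left without it. The fits without 1 library ranged from 0 (without DMC2, 2674 genes at an unadjusted p under 0.05) to 2620 (without DMC5), with 1 without DMC1 or DMC3, 29 without DMC6 and 10 without DMC4. As many DE genes as the real split were given by 4 of the 10 splits of the 6 libraries, and 1027 by the split of DMC1, DMC4 and DMC6 from DMC2, DMC3 and DMC5. The count says little about the size of the difference between T58A and old cells while the T58A lines are spread this widely.

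In young DMC cells against E14 retina, the direction of every list that passed 0.05 was kept under each scaling, and the same lists passed 0.05 with fry. With the correlation estimated from the residuals, the adjusted p was 0.494 for cone genes and for replication factors, 0.0598 for the markers of Fig. 3B, and 0.368 for the cell cycle markers, Myc-regulated, ribosomal protein and respiratory chain genes, while the p53 genes drawn as upregulated stayed under 0.05 (0.0156). The study drew that p53 class from the same libraries, so its result is not independent evidence. Lists that passed 0.05 with fry and not in the main test were the E2F and RB family (0.00680), the p53 genes of the text (1.32e-04), the p53 genes drawn as downregulated (0.00166), the genes of Fig. 6E (9.78e-05), the cone and rod genes together (0.0153, and 0.0496 with camera without the TMM factors) and the transgenes with MYCN and MYC (3.60e-07, and 0.0458 with camera without the TMM factors). Fry tests whether the genes of a list change at all in 1 direction and camera whether they change more than other genes, and the cause of the gap was not tested. The difference of young and old cells over the phototransduction genes had an adjusted p of 0.479 with fry and 0.740 with the estimated correlation. Of the 52 list results compared across settings, 18 lost their call with the estimated correlation, and with fry 8 lost and 8 gained it.

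Correlations over DE genes moved when they were taken over all genes or by Spearman rank. The highest value between young DMC and E14 libraries was 0.754 and 0.613 in that order, against 0.572. Between young and old lines it was 0.958 and 0.460, with the lowest value within groups at 0.924 and 0.958. Between T58A and old lines it was 0.958 and -0.507, with the lowest value within groups at 0.783 by Spearman rank. The cause is the choice of genes in the case of all genes, since DE genes are chosen to part the groups, and was not tested for Spearman rank.

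Of 269 results for named genes, 184 kept their call under every setting, 28 lost it and 57 gained it under at least 1, and 0 had a call in the opposite direction. With 1 library left out, 39 calls were gained and 98 lost among the fits, and the fit of the 6 libraries alone added 15 calls and lost 16. The depth of the data limits genes near the floor of 3 reads, for which a fold is a lower bound.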

Differences from the paper's values

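Between young and old DMC cells, there were 30 DE genes, 21 higher and 9 lower in young cells, against the paper's 211, 95 and 116, and none of the alternatives set before the data were examined, which do not include the authors' exact test, closed the gap. The split depended on the setting, with 11 higher and 11 lower in the deposited values as they stand and 23 and 5 with voom weights. Between T58A and old DMC cells, there were 6 DE genes, 5 higher and 1 lower in T58A cells, against the paper's 136, 69 and 67. The deposited values as they stand gave 105 genes and 94 lower ones, within 1.5 times the paper's numbers, but 11 higher ones, and the other alternatives, again without the authors' exact test, closed none of these gaps.

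In young DMC cells against E14 retina, the log2 fold change of PDE6G was 4.30 against the paper's 6.2 (Supplementary Table S4), and no alternative set before the data were examined closed the gap. That of GNB1 was -0.75 against the paper's -1.3, that of CDC25A 2.13 against the paper's 1.63, that of E2F3 3.51 against the paper's 2.88 and that of CDKN1B -1.13 against the paper's -1.61, all within the error with the deposited values as they stand, with the same at a common column total and without the TMM factors, and under no other alternative. For CDK6 (-0.86 against the paper's -1.22), the same 3 scalings and the fit without E14 replicate 3 closed the gap and the others did not. For CCNE2 (3.73 against the paper's 3.13) and PDE6C (6.49 against the paper's 5.4), the same 3 scalings, the pseudocount of 10, voom weights and the fits without E14 replicate 2 or 3 closed it, as did the fit without DMC9 for CCNE2 and the fits without DMC8 or DMC10 for PDE6C, and the others did not. For SKP2 (2.34 against the paper's 2.10 in Supplementary Table S3), it closed with these 3 scalings, median-of-ratios factors, the pseudocount of 10, voom weights and the fits without E14 replicate 2 or 3, DMC8 or DMC9, and not otherwise.

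In old DMC cells against E14 retina, GNB1 was at -0.85 against the paper's -1.4, a gap closed without the TMM factors and by the deposited values at a common column total alone, and GRK1 was at -4.23 against the paper's -2.7, which no alternative closed. In T58A DMC cells against E14 retina, GNAT2 was at -7.70 against the paper's -5.6, which only the fit without DMC4 closed (-5.78). DMC4 had the fewest GNAT2 reads of the T58A lines and pulls down the mean of log2 values used here. The gap may therefore reflect the measure, which was not tested. The paper's value is from Supplementary Table S7, whose title and footnote name different comparisons. The footnote, T58A DMC cells against E14 retina, was followed here.

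For NR1D1, the log2 fold change of young against old cells was 0.22 against the paper's value of about 4.2 in Fig. 6E, read by eye, and no alternative closed the gap. For T58A against old cells, values read by eye from Fig. 6J differ for 6 genes. CUZD1 was at 5.05 against the paper's about 6.6 (Fig. 6J), closed by the deposited values at a common column total, voom weights, the fit of 6 libraries and the fits without DMC2, DMC3 or DMC5. SEMA5A was at 4.13 against the paper's about 5.4 (Fig. 6J), closed by the deposited values at a common column total, voom weights and the fit without DMC5. TENM4 was at 4.602 against the paper's about 6.3 (Fig. 6J), closed by voom weights, the fit of 6 libraries and the fits without DMC2 or DMC3. SYT4 was at 3.56 against the paper's about 4.6 (Fig. 6J), closed by the deposited values at a common column total, library totals without TMM factors, voom weights, the fit of 6 libraries and the fits without DMC1, DMC3 or DMC5. JAM3 was at 2.27 against the paper's about 2.7 (Fig. 6J), closed by the same settings as for SYT4 except voom weights. SLIT2 was at 4.14 against the paper's about 5.9 (Fig. 6J), closed by voom weights and the fits without DMC1 or DMC5. For each of the 6 genes, the alternatives not named here did not close the gap.

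Some genes that the paper calls DE were not called here. In young DMC cells against E14 retina, OPN1LW was called in the fit of 6 libraries, GNAT2 there and with voom weights, GNB1 and CDK6 with the deposited values as they stand or at a common column total and without the TMM factors, NCALD with the same 3 scalings, voom weights, the fit of 6 libraries and without DMC8, and CNGB3, GRK7, SAG and NR2E3 in no setting. In old DMC cells against E14 retina, GNB1 was called with the same 3 scalings and without DMC3, CNGB3 with the 3 scalings, voom weights and the fit of 6 libraries, and NCALD without DMC1. In T58A DMC cells against E14 retina, the comparison in the footnote of Supplementary Table S7, PDE6B was called without DMC4. Between young and old DMC cells, ARR3 was called with voom weights, OR51E2 with voom weights and a pseudocount of 10, and EMX2, ISLR2, NR1D1, ADA and TMOD1 in no setting. Between T58A and old DMC cells, the 13 names of Fig. 6J that were not called here were all called without DMC5, and ZNFY4, JAM3, AMHR2 and QPRT also with the deposited values as they stand.

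The paper states that E2F6 was raised in young DMC cells, and its log2 fold change was -0.86 here. The paper states that THRB, RXRG and PCNA were raised and NR2E3 lowered, and these changes did not pass the criteria here (2.14, 1.23, 1.56 and -0.92), although THRB did with voom weights and in the fit of 6 libraries, and RXRG and PCNA did in the fit of 6 libraries. The paper states that TP53INP1 was lowered, and its log2 fold change was -0.61, which passed the criteria in the deposited values at a common column total and without the TMM factors. The paper states that ABCA4 was DE between young and old cells, and it was not called here under any alternative (1.56, limma adjusted p = 0.459). The paper states that DMC2 grouped with the young lines over DE genes, and its mean correlation over DE genes was 0.973 with old and 0.451 with young lines here, over genes chosen for a difference between the groups, and 0.945 and 0.942 over all genes. The paper states that hMYCN and GFP were equally high in old and T58A lines, and here each T58A line was below each old line for both, by -1.02 for hMYCN and -0.98 for GFP on the log2 scale (exact permutation p = 0.1, the smallest possible). DMC5 lies furthest below, with hMYCN at 61789 against 196369.7 in DMC4, 200359.6 in DMC6 and 249884 in DMC1, the lowest old line.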

Other observations

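The tests on chromosome W, chicken sex, culture medium, the identity of DMC5, retinal cells, transgene level and library totals were chosen after the result was seen, and those on chromosome Z, on other splits, on divided input values and on the normalization of DMC5 were not.

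Only a part of Supplementary Table S3 was used here, with 1948 genes, 671 higher and 1277 lower in young DMC cells than in E14 retina. Its log2 fold changes lie below those computed here by a median of -0.38 (the paper's value minus the value here). The median difference from fold changes without the TMM factors was 0.0390, near 0, which is consistent with library totals taken without the factors in the study's test. The median absolute deviation of the paper's fold changes was 0.0434 from those of the deposited values at a common column total and 0.205 from those of recovered reads without the factors, so the divided values may have been the input of the study's test. No other source of the offset was tested, and no biological explanation was tested.

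Of the 25 tested genes on chromosome W, at least 24 had 10 or more reads in each old line and at most 3 had as many in each T58A line. Among genes with at least 100 reads in every old line and at most 3 in every T58A line, 16 of 20 lie on W, and none of the 3 with the opposite pattern does. Genes on chromosome Z were higher in T58A than in old lines, with a median log2 fold change 0.543 above that of the other placed genes, beyond the range of the medians of 31 other chromosomes (-0.46 to 0.15). Both values are consistent with female embryos behind the old lines and male embryos behind the T58A lines. For the 9 DE genes left in the fit of the 6 libraries without W, the sex of the embryos cannot be told apart from the T58A change, since the lines of each group share both. By library, the median of Z genes minus that of other genes was -0.25, -0.36 and -0.34 in DMC1, DMC2 and DMC3, -0.53 in DMC10 and -0.27 in E14 replicate 3, the libraries with more than 12 HINTW reads, and between 0.11 and 0.35 in the others.

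DMC5 is closer to the old and young lines than to DMC4 and DMC6 over all genes, and its omission raised the DE genes between T58A and old cells from 6 to 2620. The TMM factors are argued against as the cause, since without them the DE genes also rose, from 6 with DMC5 to 2676 without it. The omission of DMC5 was not repeated under the other scalings. The medium in the column names is argued against by DMC4 and DMC6, which bear different media and correlate at 0.923, above the correlation of DMC4 and DMC5 with the same medium. A second library of 1 of the old lines in place of DMC5 is argued against by its HINTW reads, 12 against at least 17170 in the old lines. Retinal cells among DMC4 and DMC6 are argued against by the median of 0.350% of the E14 level over 50 abundant retina genes, where DMC5 stood at 0.0587%. The lower transgene level of DMC5 (hMYCN at 61789) cannot be told apart from other properties of the line, because 1 library holds both. A mislabelled sample, or a difference between lines of 1 genotype, may account for DMC5 and was not tested.

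Between young and old DMC cells, ribosomal protein genes shifted up and respiratory chain genes down. Splits of the 6 libraries gave a camera p as small in 3 of 10 for the ribosomal and in 2 of 10 for the respiratory genes, the real split included. The lists of ribosomal and respiratory genes therefore cannot be told apart from differences among single lines.

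CDKN2A had a normalized count of 2487 ± 630.1 in old DMC cells (SD, n = 3) against 364 ± 348 in young DMC cells (log2 fold change -3.21, limma adjusted p = 0.350).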
